# Characterization of microRNAs expression during maize seed development

**DOI:** 10.1186/1471-2164-13-360

**Published:** 2012-08-01

**Authors:** Mingming Kang, Qian Zhao, Dengyun Zhu, Jingjuan Yu

## Abstract

**Background:**

MicroRNAs (miRNAs) are approximately 20-22 nt non-coding RNAs that play key roles in many biological processes in both animals and plants. Although a number of miRNAs were identified in maize, the function of miRNA in seed development was merely discussed.

**Results:**

In this study, two small RNA libraries were sequenced, and a total reads of 9,705,761 and 9,005,563 were generated from developing seeds and growing leaves, respectively. Further analysis identified 125 known miRNAs in seeds and 127 known miRNAs in leaves. 54 novel miRNAs were identified and they were not reported in other plants. Additionally, some miRNA*s of these novel miRNAs were detected. Potential targets of all novel miRNAs were predicted based on our strict criteria. In addition to deep-sequencing, miRNA microarray study confirmed the higher expression of several miRNAs in seeds. In summary, our results indicated the distinct expression of miRNAs during seed development.

**Conclusions:**

We had identified 125 and 127 known miRNAs from seeds and leaves in maize, and a total of 54 novel miRNAs were discovered. The different miRNA expression profile in developing seeds were revealed by both sequencing and microarray studies.

## Background

MiRNAs are known as regulators that control various types of biological functions in eukaryotic cells. Most miRNA genes are transcribed to primary miRNAs (pri-miRNAs) by RNA polymerase (RNApol) II, while other miRNAs may be transcribed by RNApol III [1]. Then the pri-miRNAs are processed to single-stranded stem-loop precursors (pre-miRNAs) by Dicer protein in animals or Dicer-like (DCL) in plants [2-4], and pre-miRNAs are further processed to miRNA:miRNA* duplexes. The miRNA:miRNA* duplexes are methylated by HEN1 on the 3’ terminal [5] and exported to cytoplasm by export factors like Exportin-5 in animal or HASTY in plant [6,7], then the mature miRNAs and miRNA* are produced. Mature miRNAs are loaded into RNA-induced silencing complex (miRISC) that contains ARGONAUTE (AGO) protein to guide the cleavage of target mRNAs that are complementary to the miRNAs, while the miRNA*s are degraded gradually [1,8,9]. Plant miRNAs were first reported in 2002 in *Arabidopsis*[2,10]. They are usually 20-22 nt in length and their precursors have various length ranging from 60 nt to longer than 350 nt. Unlike miRNAs in animals, plant miRNAs have near-perfectly complementary sequences to their targets sites [1,11]. There are two major regulation mechanisms of plant miRNAs, known as mRNA cleavage and translational inhibition. The positions of 10 and 11 of miRNAs are critical for the mRNA targeting and cleavage at 3’ UTR region [12]. Beside mRNA cleavage, plant miRNAs can also function through translational inhibition that can decrease the level of target proteins [13,14]. To date, most identified targets of plant miRNAs are transcription factors that are involved in many biological processes such as developmental patterning, cell differentiation and stress response [1,15-17]. Recently, the roles of plant miRNAs were widely studied in various organisms including *Arabidopsis*, rice, maize and sorghum.

MiRNAs are involved in many regulatory pathways that controls seed development, and miRNA loss-of-function may lead to developmental defects or even lethality [18]. In *Arabidopsis*, miR156 targets *SPL10* (*Squamosa Promoter-Binding Protein-Like 10*) and *SPL11*, and over accumulation of these targets leads to abnormal cell divisions [18]. Plants expressing miR160-resistant *ARF17* (*Auxin Response Factor 17*) may cause abnormal embryo symmetry [19]. Overexpression of miR164 reduces the *CUC1*/*CUC2* (*CUP-SHAPED COTYLEDON*) transcripts and results in cotyledon development defect [20]. The sequences of miR159 and miR319 are nearly identical and both can affect seed size. MiR172 targets several *APETALA2* (*AP2*)*-like* transcription factors that control seed mass and yield [21]. Therefore, further focus on developmental roles of miRNAs may reveal more detailed functions of miRNAs in seed development.

Currently, there are 319 discovered maize miRNAs in the miRNA database miRBase (Release 17, April 2011) [22], most of which is primarily identified by similarity comparison to mature miRNAs from other plant species [23,24]. The genome-wide analysis of miRNAs and their targets in maize had proved the importance of miRNAs in gene regulation network throughout plant development [24]. To further study these miRNAs in seed development, we sequenced two sRNA libraries from developing seeds and young leaves, leading to the identification of 125 and 127 known miRNAs in seeds and leaves, respectively, and the discovery of 54 novel maize miRNAs. Small RNA deep-sequencing is a ideal way for miRNA profiling due to the high throughput comparing with other approaches. We further characterized the miRNA expression by miRNA microarray study, and both sequencing and microarray data uncovered the similar expression pattern of several known miRNAs in developing seeds.

## Results and discussion

### Small RNA sequencing

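Small RNA sequencing reads the short RNAs of a tissue, which include miRNAs, processed from hairpin precursors, and small interfering RNAs (siRNAs). For the seed library, RNA of the maize inbred line B73 was taken from immature seeds at 10, 15, 20, 25 and 30 days after pollination (DAP) and mixed in equal amounts, so that 1 library stands for the 5 stages. The leaf library was made from seedlings 3 weeks after germination, grown at 22°C with 16 h of light and 8 h of dark. The authors purified short RNAs from a gel, ligated adaptors, amplified the products by PCR, and removed low quality reads and adaptor sequences. The deposited data gave, for each library, every distinct sequence with its length and its read count, without normalization. The counts summed to 9705761 clean reads in seed and 9005563 in leaf. Because each tissue had 1 library, there were no replicates, and no test of the tissues was made. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, ratios with exact conditional binomial intervals and low counts with exact Poisson intervals. These intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A count of 0 allows up to 3 counts, which is 0.309 reads per 1000000 clean reads (RPM) in seed and 0.333 RPM in leaf. The genome mapping was not repeated, since the maize genome was not used here.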

To study the role of miRNA during seed development, a small RNA library from five stages of immature seed (see Methods) was generated and sequenced by Illumina’s Genome Analyzer. After removal of low quality reads and adaptor sequences, a total of 9,705,761 reads representing 5,396,301 unique reads from 18 to 30 nt in length were obtained. 

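Each distinct sequence of the seed library was read 1.80 times on average, and none held an undetermined base. Sequences of 24 nt were read 1.59 times on average, and those of 21 nt and 22 nt were read 2.72 and 2.82 times.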

The most sequenced sRNAs were 24-nt in length (50%), which was the feature that some siRNAs had, followed by 22-nt (12.3%) and 21-nt (10.4%), which were the length of canonical miRNAs (Figure 1). 

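In the seed library, 54.20% of the clean reads were 24 nt long (95% interval 54.17% to 54.24%). The 22-nt reads followed with 13.33% (13.31% to 13.36%) and the 21-nt reads with 11.27% (11.25% to 11.29%), while 23-nt reads took 8.03%. The alternative that moved the 24-nt share most was to count each distinct sequence once, which gave 61.1%. Of the 24-nt reads, 43.5% started with A, and of the 21-nt reads, 44.8% started with U.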

The abundance of unique reads was remarkably different, however. For example, zma-miR168a/b, with the total count of 131,141, is the most sequenced read, but around 82% (4,429,004) of total signatures was sequenced only once, indicating that the small RNA population in maize might be highly complicated. 

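The sequences read once, 82.07% of the distinct sequences in seed (95% interval 82.04% to 82.11%), held 45.6% of the clean reads. Sequences with at least 1000 reads numbered 97 and held 7.08% of the reads. The zma-miR168a/b sequence, TCGCTTGGTGCAGATCGGGAC, took 1.35% of the seed reads, and the 10 most abundant sequences together took 4.18%. The share read once depends on depth. It was 84.9% when the library was thinned at random to 5000000 reads, the alternative that moved it most.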

Then, the reads were mapped to the maize genome (B73 RefGen_v2, release 5b.60) using Bowtie [25] with a tolerance of one mismatch. The results indicated that 271,104 reads matched perfectly to the maize genome, representing 87,873 unique sRNAs, and 162,106 reads had one nucleotide differed from the genome, representing 79,930 unique sRNAs. Approximately 3.76% unique reads matched other non-coding RNAs including rRNA (0.90%), tRNA (0.11%), siRNA (2.71%), snRNA (0.03%) and snoRNA (0.01%), which made up 12.12% of total sequenced reads (Table 1).

**Figure 1:**
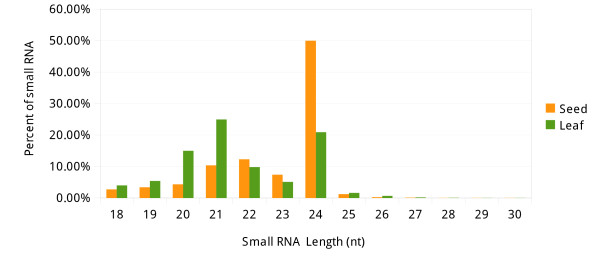
Total reads of 18-30 nt small RNAs.

**Table 1:** Summary of small RNA sequencing

	**Seed**		**Leaf**	
	**Unique reads**	**Total reads**	**Unique reads**	**Total reads**
Non-coding RNAs				
rRNA	48,744 (0.90%)	496,691 (5.12%)	98,035 (4.70%)	1,923,961 (21.36%)
tRNA	6,190 (0.11%)	197,396 (2.03%)	13,441 (0.64%)	639,236 (7.10%)
siRNA	145,973 (2.71%)	476,425 (4.91%)	42,910 (2.06%)	173,554 (1.93%)
snRNA	1,828 (0.03%)	4,821 (0.05%)	1,169 (0.06%)	2,399 (0.03%)
snoRNA	557 (0.01%)	949 (0.01%)	504 (0.02%)	1,186 (0.01%)
Protein-coding RNAs				
exon	590,744 (10.95%)	1,201,276 (12.38%)	307,933 (14.74%)	810,348 (8.90%)
intron	747,218 (13.85%)	1,494,227 (15.40%)	310,191 (14.86%)	656,538 (7.29%)
Known miRNAs				
mature	226 (0%)	462,609 (4.77%)	250 (0%)	3,098,983 (34.41%)
mature star	97 (0%)	1,697 (0.02%)	131 (0%)	8,915 (0.10%)
Other sRNAs	3,854,724 (71.43%)	5,369,670 (55.32%)	1,313,335 (62.90%)	1,690,443 (18.77%)
Total	5,396,301 (100%)	9,705,761 (100%)	2,087,899 (100%)	9,005,563 (100%)

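The leaf library, described above with the seed library, held 2087899 distinct sequences, each read 4.31 times on average. Of these, 79.60% were read once (95% interval 79.55% to 79.66%), and they held 18.5% of the leaf reads. Thinned to the same depth as the seed library, leaf gave 81.5%. The most abundant leaf sequence, TGGAAGGGGCATGCAGAGGAG of zma-miR528a/b, had 1065880 reads, which was 11.8% of the library. The 10 most abundant sequences took 29.0% of the leaf reads.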

To see if the expression of miRNAs was different from other tissues, another small RNA library from young leaves was also sequenced and data were processed by the same procedure as described above. 

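The 21-nt reads made up 28.47% of the leaf library (95% interval 28.44% to 28.50%) and the 24-nt reads 23.80% (23.77% to 23.83%), a ratio of 1.196 (1.194 to 1.198). The order of these lengths rested on abundant sequences. When each distinct sequence was counted once, 24-nt sequences took 55.8% and 21-nt sequences 8.61%. The ratio was 0.587 without the reads contained in known mature miRNAs and 0.309 without the 100 most abundant sequences. Of the 21-nt leaf reads, 70.8% started with U, against 25.6% of the distinct 21-nt sequences.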

Unlike in seeds, the dominant reads in leaves were 21-nt sRNAs (25%), and 24-nt sRNAs only accounted for 20.9% compared to seeds. 

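The 20-nt reads took 17.07% of the leaf library (95% interval 17.05% to 17.10%) and the 22-nt reads 11.19% (11.17% to 11.21%). Of the distinct leaf sequences, 4.93% were 20 nt and 10.3% were 22 nt long. The 20-nt sequence TGACAGAAGAGAGTGAGCAC of zma-miR156, with 841586 reads in leaf, was the most abundant of its length.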

Other abundant signatures included 20-nt (15%) and 22-nt (9.8%) sRNAs (Figure 1). A total of 402,882 sRNAs matched perfectly to the genome and 59,559 sRNAs differed from genome by one nucleotide. Around 30.43% of total sRNAs were annotated as other non-coding RNAs (Table 1).

The sRNAs length distribution of the two libraries suggested a distinct sRNA population in seeds. 

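The libraries shared 544706 distinct sequences. These were 10.1% of the distinct seed sequences and held 34.8% of the seed reads, and they were 26.1% of the distinct leaf sequences and held 74.6% of the leaf reads. Among 24-nt sequences, 357328 were found in both, 10.8% of those in seed and 30.7% of those in leaf. Since most sequences were read once, an absence from 1 library was not detectable at this depth for the rare ones. In leaf, 316 sequences with at least 1000 reads held 42.7% of the reads. From the length distributions of the libraries, the paper proposes that the sRNA population in seeds is distinct.

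**Figure D1:**
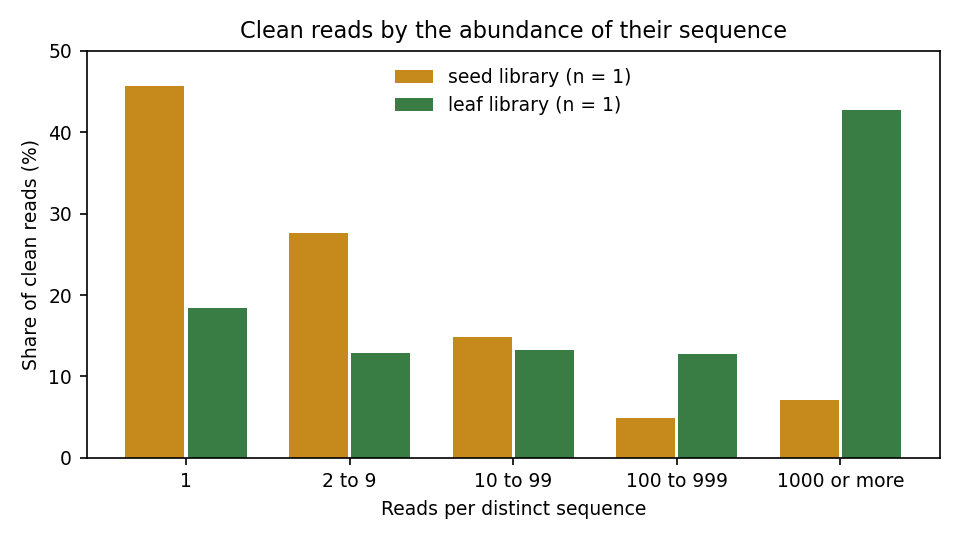
Share of clean reads (%, vertical axis) by the number of reads per distinct sequence (horizontal axis) in the seed and leaf libraries (1 library each). Sequences read once hold 45.6% of the reads in seed and 18.5% in leaf, and sequences with at least 1000 reads hold 7.08% in seed and 42.7% in leaf.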

As mentioned above, 24-nt sRNAs were highly accumulated in seeds (50%), which was consistent with two recent studies in maize [26,27].

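The 24-nt class held 3299294 distinct sequences in seed and 1164776 in leaf. In seed, 80.1% of them were read once, and in leaf 79.1%. Of the 24-nt leaf reads, 48.2% started with A. Each distinct 24-nt sequence was read 1.84 times on average in leaf.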

### Identification and characterization of conserved miRNAs

Since miRNA plays a important role in plant development, there is a growing number of both mature and precursor miRNAs registered in the miRNA database miRBase (http://www.mirbase.org). There are currently 319 maize mature miRNAs and 170 miRNA precursors in the database (release 17, April 2011). 

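Reads were counted as belonging to a known miRNA when they had at least 18 nt and were contained in its mature sequence without mismatch. Additional file 1 lists miRNA names with their distinct and total reads per library, but not their sequences. A sequence of 19 to 24 nt was therefore given a name when its counts of distinct and total contained reads in both libraries equalled those that Additional file 1 lists for that name. The read counts of named miRNAs are thus equal to the paper's by construction. Where several sequences met the numbers, the 1 within 3 mismatches of a reference of the same family was taken. The references were the Arabidopsis or rice probes in Additional file 2 and sequences already joined to the family. Such a join may thus rest on earlier joins. The copy of Additional file 2 held 1831 probe rows, with 5749 more not used here. Of 33 distinct sets of these numbers with at least 100 reads, 30 were joined to a sequence, 29 of them to a single sequence among 6572150 compared. When the leaf numbers were shuffled among names in 1000 draws, 0.399 sets were joined on average and at most 2. In all, 38 mature sequences were named, which stand for 103 of the 145 names listed. All 38 had reads in seed and belonged to 21 families. In leaf, 36 had reads and belonged to 20 families. At a minimum of 5 reads, the number in seed fell to 36, while no alternative moved the number in leaf.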

To identify conserved miRNAs, small RNA sequences were aligned to maize mature miRNAs and precursors with perfect matches, and 125 conserved miRNAs belonged to 24 miRNA families and 127 miRNAs belonged to 25 miRNA families were identified in seeds and leaves, respectively. 

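Reads contained in the 38 named mature sequences numbered 356071 in seed, 3.67% of the clean reads (95% interval 3.66% to 3.68%). In leaf they numbered 2224879, or 24.71% (24.68% to 24.73%). They were concentrated on few sequences, since the 5 most abundant held 92.8% of these reads in seed and 97.8% in leaf. A single sequence, that of miR528a/b, held 48.7% of the known miRNA reads in leaf. In seed, miR168a/b held 37.1%. Reads that hold a whole mature sequence with further bases are not part of these numbers. With them, the totals were 401636 in seed and 2606502 in leaf, an alternative chosen after seeing the data.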

Despite the similar family number, these conserved miRNAs were generally more abundant in leaves (462,609 and 3,098,983 reads in seeds and leaves, respectively), indicating that the regulation network that involves miRNAs is more complicated in the vegetatively growing seedlings. However, there are miRNAs that were less expressed in young leaves but relatively rich in seeds. 

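Among the 30 mature sequences with at least 100 reads in the libraries together, 7 had a higher RPM in seed and 23 had a higher RPM in leaf. The lowest seed/leaf ratio was that of zma-miR156k, 0.00821, with 277 seed reads and 31296 leaf reads. It was followed by zma-miR399e/i/j with 0.0111, from 6 seed reads and 501 leaf reads, and zma-miR528a/b with 0.0262. The highest were zma-miR169o, zma-miR171d/e/i/j and zma-miR167a/b/c/d. For zma-miR171d/e/i/j the ratio was 4.53 (95% interval 3.82 to 5.41), from 772 seed reads and 158 leaf reads, and for zma-miR167a/b/c/d it was 4.504 (4.35 to 4.66). Scaling by the median ratio over mature sequences with at least 10 reads in both libraries moved the ratios that have leaf reads upwards. Of the 38 mature sequences, it took 10 from below to above 1, of which 8 had an interval that excluded 1.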

Our result indicated that the zma-miR319a/b/c/d and zma-miR169o were detected only in seeds, with 42 and 124 reads respectively, similar with miR319 expression in the developing seeds reported previously [26]. 

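Reads contained in the sequence joined to zma-miR319a/b/c/d, TTGGACTGAAGGGTGCTCCC, numbered 42 in seed and 0 in leaf. With the 0 taken as 3 counts, they were 13.0-fold higher in seed. Reads contained in the sequence joined to zma-miR169o, TAGCCAAGAATGACTTGCCTA, numbered 124 in seed and 0 in leaf, 38.4-fold higher in the same way. These values leave out the counting error of the seed reads. The join was less certain for these miRNAs than for most. The zma-miR319 numbers were met by 22 sequences and the zma-miR169o numbers by 2. The only sequence within 3 mismatches of a probe of the family, or of a sequence already joined to it, was taken. Of the contained reads, few had the full length. Only 15 of the miR319 reads were identical to the joined sequence, which gave 4.64-fold in the same way, and 3 of the miR169o reads were. Reads that held the whole miR319 sequence with more bases numbered 117 in seed and 0 in leaf. With these also counted, an alternative chosen after seeing the data, the value was 49.2-fold. In seed, 160 reads held TTGGACTGAAGGGTGCTC, the first 18 bases of the joined miR319 sequence, and 110 of these ended in U. In leaf, no read did.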

MiR319 targets several TCP transcription factors in *Arabidopsis*[28] and can affects seed size. Several studies also revealed that miR319c, rather than miR319a/b, played a important role in *Arabidopsis* leaf development [28-30]. In maize, miR319 was predicted to target several transcription factors including MYB and TCP domain proteins [24]. Most members of zma-miR171, zma-miR167 and zma-miR166 families not only had higher reads but the reads were higher in seeds (Figure 2). 

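Of the 14 members of miR166 with reads in Additional file 1, 10 had a higher RPM in seed, as did 10 of the 10 members of miR167 and 6 of the 8 members of miR171. Many members share a mature sequence. Of the distinct named mature sequences, 3 of 4 of miR166, 2 of 2 of miR167 and 1 of 1 of miR171 were higher in seed. All reads contained in the named miR166 sequences, each counted once, gave a seed/leaf ratio of 1.68 (95% interval 1.66 to 1.70), from 86882 seed reads and 48067 leaf reads. Those of miR167 gave 2.33 (2.28 to 2.38), from 31905 and 12706 reads. The exception among the named miR166 sequences was zma-miR166j/k/n with 0.347, which became 1.15 under median-ratio scaling. Of the members without a joined sequence, zma-miR166f was also lower in seed, with 0.310 from its numbers in Additional file 1. Its seed number there lies 9797 reads under that for zma-miR166b. For zma-miR166m the ratio was 1.46 (1.417 to 1.496), but 0.944 (0.902 to 0.989) when only reads identical to the full sequence were counted. Of its reads, 9797 in seed and 4953 in leaf were also contained in the sequences of miR166a and miR166b/c/d/e/g/i, and the sequence of miR166b/c/d/e/g/i is itself contained in that of miR166a, so that these 3 sequences are not independent, while zma-miR166j/k/n shares no reads with them. Without the shared reads, a measure chosen after seeing the data, the ratio of zma-miR166m was 0.946 (0.904 to 0.991). For zma-miR167e/f/g/h/i/j it was 1.496 (1.46 to 1.53). Most reads of that sequence carried 1 more base at the 3′ end, 72.7% in seed and 76.0% in leaf, and were not counted here.

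**Figure D2:**
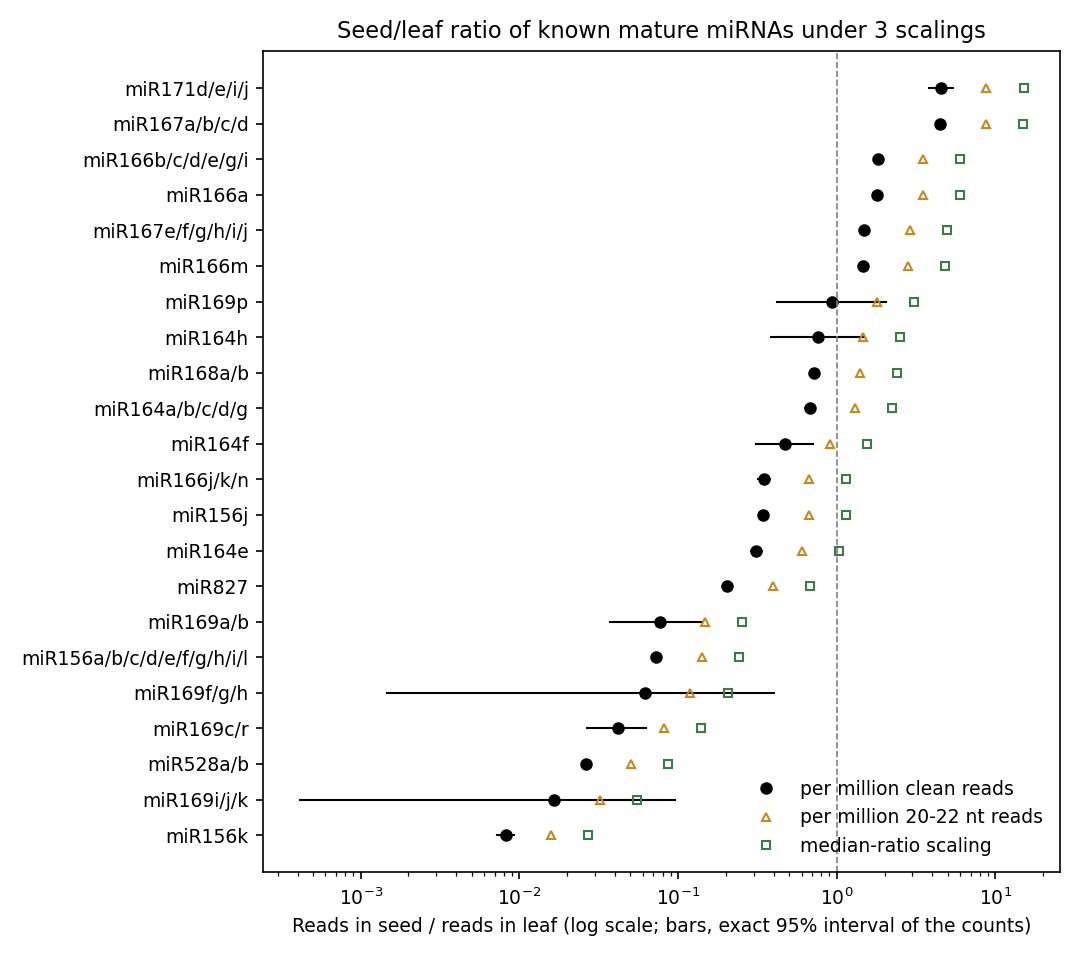
Seed/leaf ratio of reads (log scale, horizontal axis) for known mature miRNAs of 10 families named in the paper's results (vertical axis), from RPM values (filled circles with the exact 95% interval), scaled to the 20-22 nt reads (triangles) and after median-ratio scaling (squares). The dashed line marks a ratio of 1. From RPM values, the ratios run from 0.00821 for miR156k to 4.53 for miR171d/e/i/j, and those of miR156j, miR164a/b/c/d/g, miR164e, miR164f, miR164h, miR166j/k/n, miR168a/b and miR169p pass from below to above 1 under median-ratio scaling; miR319 and miR169o, with 0 leaf reads, are not drawn.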

MiR167 targets several ARF transcription factors that are important in controlling seed dispersal. A recent study reported that miR166 was sequestered by AGO10 to prevent its loading to AGO1, consequently several *HD-ZIP III* transcription factors were suppressed and this was critical for shoot apical meristem development [31].

**Figure 2:**
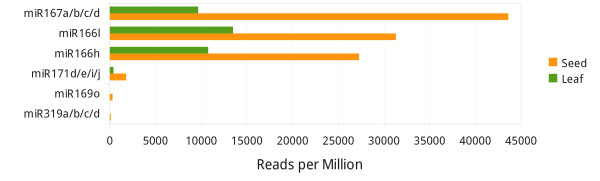
**More abundant conserved miRNAs in seeds.** MiR319a/b/c/d and miR169o were detected only in seeds.

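The reads contained in the sequences joined to these names came to 4.33 RPM for miR319a/b/c/d and 12.8 RPM for miR169o in seed, and were under the floor of the leaf library. The most abundant sequence with a higher value in seed was zma-miR166a, with 8490.0 RPM in seed and 4715 RPM in leaf, a ratio of 1.80 (95% interval 1.78 to 1.82). The sequence shared by zma-miR166b/c/d/e/g/i had a ratio of 1.81 (1.75 to 1.87), from 11818 seed reads and 6063 leaf reads. For zma-miR166h and zma-miR166l, shown here by the paper, no sequence met the listed numbers. The leaf number listed for zma-miR166h lies 1733 reads under that for zma-miR166b, and that for zma-miR166l lies 3220 reads under that for zma-miR166m.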

Zma-miR168 and zma-miR528 were the top sequenced in seeds and leaves, respectively (Additional file 1). 

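The zma-miR168a/b sequence led the named mature sequences in seed with 13595 RPM, followed by miR166a, miR156, miR528 and miR167a/b/c/d. In leaf, zma-miR528a/b led with 120437 RPM, followed by the miR156 sequence with 94083 RPM and miR168a/b with 18863 RPM. In RPM, miR168a/b was thus lower in seed than in leaf, with a seed/leaf ratio of 0.721 (95% interval 0.716 to 0.726). This order depended on the scaling, with a ratio of 1.40 when scaled to the 20-22 nt reads and of 2.39 under median-ratio scaling. The leaf/seed ratio of miR528a/b was 38.2 (37.7 to 38.6), and no scaling reversed it.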

Intriguingly, one target of miR168 was *AGO1* which was essential for miRNA maturation [15,32], and the interaction between miR168 and *AGO1* maintained proper embryo development. Besides, miR168 was also responsive for several salt-stresses in maize [33,34]. Recent studies suggested that miR528 showed significant repression under low nitrate condition in maize roots and shoots [34], while in *T. dicoccoides*, miR528 was down-regulated in leaves during drought stress [35]. Other miRNAs in high abundance include zma-miR164, zma-miR156 and zma-miR827, which were more than 1,000 reads in both two tissues. 

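Reads contained in the named miR164 sequences numbered 2109 in seed and 4206 in leaf, a leaf/seed ratio of 2.15 (95% interval 2.04 to 2.27). Under median-ratio scaling the seed/leaf ratio of the family rose from 0.465 to 1.54, so that its direction reversed. Those of miR156 numbered 68814 and 884147, a ratio of 13.8 (13.7 to 14.0). Those of miR827 numbered 1246 and 5642, a ratio of 4.88 (4.59 to 5.19). Within miR164, the sequence shared by miR164a/b/c/d/g had a seed/leaf ratio of 0.676, which rose to 1.31 when scaled to the 20-22 nt reads and 2.24 under median-ratio scaling. The miR156 total leaves out reads with 1 more base at the 5′ end, which made up 6.66% of the identical and extended reads of the miR156a sequence in seed and 26.1% in leaf.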

In summary, these suggested a developmental and tissue-specific expression of miRNAs, and therefore the more abundant miRNAs in seeds should have key functions in regulating seed development.

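The direction of the seed/leaf ratio was counted over the 24 mature sequences of 10 families and 6 alternatives of counting and scaling. The paper's results name these families. They also name others, such as miR396 and miR408, which were counted with the other families below. Of these 144 combinations, 139 gave a value, since full-length reads were too few for 5 of the sequences. For sequences whose 95% interval excluded 1, the direction reversed in 9 combinations, at 7 sequences. For 1 of these, zma-miR164e, the reversed ratio under median-ratio scaling was 1.03 (0.953 to 1.12), an interval that includes 1. For 2 more, zma-miR164h and zma-miR169p, whose intervals included 1, the ratio passed from below to above 1 in 5 combinations. In the other combinations the direction held. Most of the alternatives are scalings, which multiply every ratio by 1 factor. These counts thus reflect that factor and how far each ratio lies from 1. The totals implied by Additional file 1 could reverse none whose interval excluded 1, since their leaf/seed ratio is 0.929, against 0.928 for clean reads. Median-ratio scaling sets the median ratio to 1 by construction. For the 14 mature sequences of other families, a count added after seeing the data, 82 of 84 combinations gave a value and the direction reversed in 5, at zma-miR172e and zma-miR393a/b/c. From the miRNAs with more reads in 1 tissue, the paper proposes that miRNA expression is developmental and tissue-specific, and reasons that those more abundant in seeds should have key functions in seed development.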

### Diverse expression pattern of small RNAs in seeds and leaves

As mentioned above, seeds and leaves had preferential expression of small RNAs, these might be mainly due to the different developmental stage they stayed in. Previous studies suggested that in the early stage of embryogenesis, miRNAs inhibited genes from prematuration to preserve proper developmental stage [18]. In the immature seeds, a variety of environment and stress-response genes were relatively less expressed, and a number of these genes were the targets of miRNAs, therefore the regulation network that involved miRNAs could be less complicated than in other developmental stage. Whereas the ever-growing seedings need more nutrition, and had to confront all substantial stresses and adjust themselves to survive. Therefore, regulatory sRNAs in leaves should be more complicated. Previous studies also suggested that, the miRNA held at a relatively lower level in plant seeds rather than in other tissues [26,36]. The similar situation was also found in animal, as the targets of several miRNAs were highly expressed in embryo than in other tissues, and the miRNAs in turn were in low level in embryo [37]. The sequencing data in this study showed a similarity with those discussed above. Total reads of conserved mature miRNAs were more than 7-fold higher in leaves (7,700,465 RPM) compared with those in seeds (1,067,863 RPM), which was consistent with previous studies [26,36]. 

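Over the 38 named mature sequences, known miRNA reads were 6.73-fold higher in leaf than in seed (95% interval 6.71 to 6.76), with 247056 RPM against 36687 RPM. The ratio depended on the scaling. It was 3.48 when scaled to the 20-22 nt reads and 2.03 under median-ratio scaling, which moved it most. Without the most abundant mature sequence of each library it was 5.41. The RPM values of the paper imply totals of 433210 reads in seed and 402441 in leaf, 4.46% and 4.47% of the clean reads, and scaling by these totals gave 6.73 as well. The paper sets its ratio beside earlier reports of low miRNA levels in seeds.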

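Of the seed reads, 29.30% were 20 to 22 nt long (95% interval 29.28% to 29.33%). Of the distinct seed sequences, 19.9% were.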

In the seed sequencing library, around 50% of signatures were 24-nt in length (Figure 1), and 20-22 nt sRNAs only took up 16.8% of the population. In contrast, the most signatures in leaves were 21-nt sRNAs that accounted for 25% of total reads. 

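In the leaf library, 56.73% of the reads were 20 to 22 nt long (95% interval 56.69% to 56.76%), against 23.8% of the distinct sequences.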

Previous study indicated that a number of seed sRNAs were most likely derived from repeat-associated siRNAs (rasiRNAs) [36]. In our case, the same situation was also found by scanning the folded clusters of sRNAs by RepeatMasker. Another siRNA, called trans-acting siRNA (tasiRNA), was involved in controlling seed size, and both this tasiRNA and its target were conserved in rice and maize [38]. A recent study suggested that the siRNA-mediated DNA methylation was enhanced in seeds [39]. These findings indicated the siRNA’s important role in seed development. 

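The reads contained in the 38 named mature sequences represented 149 distinct sequences in seed and 166 in leaf. All of the named mature sequences had at least 1 seed read, while zma-miR169o and zma-miR319a/b/c/d had none in leaf. After both libraries were thinned to an equal depth in a single random draw, the same numbers of mature sequences were detected, 38 in seed and 36 in leaf. In seed, zma-miR169f/g/h and zma-miR169i/j/k rested on 1 read that both contain. Another draw could thus give a lower number. Additional file 1 lists 125 names with reads in seed and 127 in leaf. The names joined to a sequence with reads numbered 103 and 98, so that 22 and 29 names with reads were left out, and over all listed names leaf had more.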

In summary, our study showed that miRNAs were lower expressed in seeds considering both total and unique number, indicating that miRNA expression was still in initialization in seeds.

### The role of miRNA*s in plant development

During miRNA biogenesis in plants, miRNA:miRNA* was spliced by DCL1 to produce functional mature miRNA, while miRNA* was assumed to be gradually degraded [1]. The established model of selection of functional mature strand was based on the thermodynamic structures of miRNA:miRNA* duplexes [40], whereas the unstable strand was so-called “miRNA*” and assumed to degrade to a nearly undetected level [41]. Nevertheless, previous research suggested that miRNA*s could also accumulate to a considerable level and down-regulate their target genes in both plants and animals [42-45]. In mouse, both the mir-30e-5p and mir-30e-3p could suppress the expression of their targets [46]. More recently, new evidence of miRNA*-mediated mRNA cleavage was found in *Medicago truncatula* by degradome sequencing [47]. The same situation was found in maize as well [48], indicating the yet less discovered function of miRNA*. Besides, due to the over-expression of miRNA precursors, the enrichment of miRNAs or miRNA*s was proposed to affect their precursors via a feedback pathway. 

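During processing, a miRNA is cut from its precursor as a duplex with the opposite strand, the miRNA*. Sequences were joined to 12 miRNA* listed in Additional file 1 by the same equality of counts as for the mature sequences. Their reads numbered 1072 in seed, 0.0110% of the clean reads (95% interval 0.0104% to 0.0117%), and 6741 in leaf, 0.0749% (0.0731% to 0.0767%). In each library, 1 of the 12 miRNA* had more reads than its mature miRNA. When only full-length reads were counted, 2 did in each library, a count chosen after seeing the data.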

We noticed that in our sequencing result, a few of miRNA*s had been highly sequenced in both two sequencing libraries (Additional file 1). 

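The leaf/seed ratio in RPM was 45.3 for miR408b* (95% interval 38.2 to 54.1), from 5716 leaf reads and 136 seed reads. For miR396a*/b* it was 0.706 (0.569 to 0.873), from 146 leaf reads and 223 seed reads.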

The total reads of miR408b* and miR396a*/b* were greater than the corresponding mature sequences, and both showed higher abundance in young leaves. 

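Reads contained in the miR408b* sequence, CAGGGACGAGGCAGAGCATGG, were 1.22 times as many as those contained in the miR408b sequence, CTGCACTGCCTCTTCCCTGGC, in leaf (95% interval 1.17 to 1.26). In seed the ratio was 0.604 (0.485 to 0.751), with 225 reads of the mature sequence. Most miR408b* reads were shorter than the full strand, and 4471 of those in leaf lacked only its last base. When only full-length reads were counted, leaf had 798 reads of miR408b* and 3198 of miR408b, and the ratio fell to 0.250 (0.231 to 0.270), with the mature strand above the miRNA*.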

MiR408b* had the max reads of 5,716 in leaves, which was even higher than the mature zma-miR408b (4,699 reads). Similarly, miRNA396a*/b* were also more sequenced (223 reads) than the mature miRNA (99 reads) in seeds. 

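In seed, reads contained in miR396a*/b*, GTTCAATAAAGCTGTGGGAAA, were 2.25 times as many as those contained in miR396a/b (95% interval 1.77 to 2.88), and 1.90 times as many when only full-length reads were counted. In leaf the order was opposite, with 396 reads of the mature sequence and a ratio of 0.369 (0.303 to 0.447). It turned to 1.18 (0.872 to 1.60) with full-length reads only, an interval that includes 1. Citing earlier work that a miRNA* may act as the mature miRNA does, the paper proposes that these miRNA*s may be miRNAs as well.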

Since miRNA* may have the same function as mature miRNA [49], it is possible that these miRNA*s can be *de facto* miRNAs as well. In summary, these miRNA genes should have alternative expression preferences according to the special developmental stage and environment.

### Validation of known miRNA expression by miRNA microarray

To further study the expression of conserved miRNAs in maize seeds, we carried out miRNA microarray analysis. The result indicated that, compared to leaves, all 4 miRNA members from miR319 family had a average of 16 times detection signals higher in seeds, which further confirmed our sequencing result (Figure 3). Moreover, miRNAs of at least 2 times expression level higher in seeds were all from miR319, miR171 and miR166 family (Figure 3, Additional file 2), indicating the important roles of these miRNAs in seed development. MiR166 was predicted to target basic-leucine Zipper (bZIP) genes in maize [24], which could regulated many processes such as seed maturation, stress signalling and flower timing [50]. miR171 was predicted to target GRAS transcription factor that controlled gibberellic acid (GA) signaling and phytochrome A signal transduction [51]. The more abundant miRNAs in leaves were miR399a/c/d/e, miR408, miR159c/d, miR156k/j, miR160a/b/c/d/e and miR164a/b/c/d, while the expression of miR399e was nearly 10-fold higher than that in seeds (Additional file 2). MiR156 targeted SBP transcription factor [52,53], which affected shoot maturation in *Arabidopsis*, miR159c/d and miR164 were predicted to target MYB domain transcription factors [24,54], and miR160 targeted ARF transcription factors [55,56]. Taken together, the highly expressed miRNAs and the target types of these miRNAs indicated the developing plants had a more sophisticated gene regulation mechanism and thus needed a number of regulators such as miRNAs.

**Figure 3:**
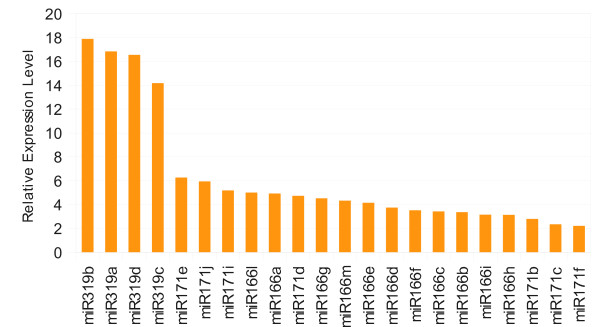
Highly expressed miRNAs in seeds through miRNA microarray.

### Identification and characterization of novel maize miRNAs

In plants, the pri-miRNA transcript was spliced twice by DCL RNase [1], and a hairpin-like miRNA precursor was produced after the first cleavage. Since the special structure, secondary structures of clusters were predicted by a RNA folding program RNAfold [57], sequences that matched to the genome from seeds and leaves totally folded 61,399 and 18,106 clusters, respectively. Previous studies suggested that the miRNA precursors had a average minimal folding free energies index (MFEI) of 0.97, which was significantly higher than other non-coding RNAs such as mRNAs (0.62-0.66), rRNAs (0.59) and tRNAs (0.64), and 90% of miRNA precursors had an MFEI greater than 0.85 while no other RNAs had this feature [58]. 

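For the newly identified miRNAs, reads identical to the sequences in Table 2 were counted in both libraries. The 54 entries give 44 distinct sequences. In seed, 33 of these had reads, 290 in all (95% Poisson interval 258 to 325), and in leaf 38 had reads, 513 in all (470 to 559). With at least 5 reads, as the authors required, there were 23 in seed and 30 in leaf. Both libraries held 27 of the sequences, seed alone 6 and leaf alone 11. The median was 5 reads in each library. The seed total moved most when reads that contain the whole sequence were also counted, to 514. The leaf total moved most when reads of at least 18 nt contained in the sequences were counted, to 1979. Most of that rise lay at zma-miR19, with 169 identical and 1567 contained leaf reads.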

To validate these clusters, the MFEI of these clusters was checked that it should be no less than 0.85, finally 25 and 33 clusters were regarded as novel miRNA precursors in seeds and leaves respectively (Additional file 3), while the most abundant miRNAs were regarded as novel miRNAs. These novel miRNAs can be further grouped into 43 miRNA families from both seeds and leaves, representing 54 individual novel miRNAs (Table 2, Additional file 4).Four novel miRNAs were experimentally validated by stem-loop RT-PCR and sequencing (Figure 4).

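The newly identified miRNAs with the most reads in seed were zma-miR38a/b with 43 reads (95% interval 31.1 to 57.9), zma-miR03 with 37 (26.1 to 51.0) and zma-miR10 with 26 (17.0 to 38.1). In leaf they were zma-miR19 with 169 reads (144 to 196), zma-miR20 with 57 (43.2 to 73.9) and zma-miR27a/b with 48 (35.4 to 63.6). The paper places the precursor of zma-miR20 on chromosome 5 of B73 RefGen_v2, from 82423123 to 82423263 on the minus strand. The first 13 bases of zma-miR20 are the last bases of the sequence joined to zma-miR397a/b. In leaf, 750 reads held these bases with further bases on both sides, while 206 reads shared 18 bases with zma-miR20. Around the newly identified sequences with at least 20 reads sharing 18 bases with them, a median of 16.2% of these reads in seed and 12.6% in leaf were 24 nt long. Around known mature sequences the medians were 0% in seed and 0.0595% in leaf. These measures were chosen after seeing the data.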

**Table 2:** Summary of newly identified miRNAs

**miRNA**	**Sequence**	**Length**	**Abundance**		**Pre-miRNA**	**Conservation**
	(5’-3’)	**(nt)**	**Seed**	**Leaf**	**Position**^**1**^	
zma-miR01	AAAAAGCCAGAACGATTTATGA	22	15	-	Intron	
zma-miR02a	AAGCAAGGATAATGGAGGGGA	21	9	-	Intron	
zma-miR02b	AAGCAAGGATAATGGAGGGGA	21	9	-	Intron	
zma-miR03	ACCGATCGGGAGAACCGGAGA	21	-	37	Overlap	
zma-miR04	ACGGTGTTGTGTCAGGGGGGT	21	6	-	Intergenic	
zma-miR05	AGAACCGGAGAGCTAGAGGG	20	-	5	Overlap	
zma-miR06	AGAGGAGATTGAAGGGGCTAG	21	6	-	Intergenic	
zma-miR07	AGAGGATCTATGGTGGAGGAA	21	5	-	Intron	
zma-miR08	AGATATGGTAGAGGGGCCTAA	21	7	-	Intergenic	*O. sativa*
zma-miR09	AGCTATGAACGTCTGGATGCA	21	-	5	Intergenic	
zma-miR10	AGTGTTTGGTTAGATGGAATAG	22	-	26	Intergenic	
zma-miR11	ATACTAGGAGTGAAGGGATCA	21	8	-	Intron	
zma-miR12	ATATATGTGGGTTGGGATTAAT	22	5	-	Intron	
zma-miR13	ATCACAGGAGGATTGGAGGAG	21	9	-	Intron	
zma-miR14a	ATGGAGGGGATTGAGGGGCTA	21	-	9	Intergenic	
zma-miR14b	ATGGAGGGGATTGAGGGGCTA	21	-	9	Intergenic	
zma-miR14c	ATGGAGGGGATTGAGGGGCTA	21	-	9	Intergenic	
zma-miR15	ATGGTGCATTGACTTGGTCAA	21	-	5	Intron	
zma-miR16	ATTGTAGTGGATTGAGAGGGA	21	8	-	Intergenic	
zma-miR17	ATTTTTGAAGGAAGGAAAGC	20	9	-	Overlap	*S. bicolor*
zma-miR18a	CAAAGAGAATTGAGGGGGCTA	21	10	7	Intergenic	
zma-miR18b	CAAAGAGAATTGAGGGGGCTA	21	-	7	Intergenic	
zma-miR18c	CAAAGAGAATTGAGGGGGCTA	21	-	7	Intergenic	
zma-miR18d	CAAAGAGAATTGAGGGGGCTA	21	10	7	Intergenic	
zma-miR19	CCAACAGGATATTGGGTATTTC	22	169	-	Intergenic	*O. sativa*
zma-miR20	CGCAGCGTTGATGAGCCAGCCG	22	57	7	Intergenic	*S. bicolor*
zma-miR21	CGGCTCACCAGCGCTGCACTC	21	6	-	Intergenic	
zma-miR22a	CTGAAAAGTGTGGCGCGGTGT	21	-	9	Intergenic	
zma-miR22b	CTGAAAAGTGTGGCGCGGTGT	21	-	9	Intergenic	
zma-miR23a	GAGACAGACAACATATGTAGAA	22	-	26	Intron	
zma-miR23b	GAGACAGACAACATATGTAGAA	22	5	-	Intron	
zma-miR24	GAGCGCAGCGTTGATGAGCCAG	22	5	-	Intergenic	*S. bicolor*
zma-miR25	GGAGGAGATGGGAGTGGCTAA	21	12	-	Intergenic	*S. bicolor*
zma-miR26a	GTCACAGAAGTTGGGATGCAA	21	5	-	Intron	*S. bicolor*
zma-miR26b	GTCACAGAAGTTGGGATGTAA	21	-	13	Intron	*S. bicolor*
zma-miR27a	GTGATCACGGGAGATTGGAGA	21	-	7	Intergenic	
zma-miR27b	GTGATCACGGGAGATTGGAGA	21	48	-	Intergenic	
zma-miR28	TAGAGAGGATTAAAGTGGCTA	21	-	5	Intergenic	
zma-miR29	TAGCTCTTCCTGTTTGGATAT	21	5	-	Intergenic	*S. bicolor*
zma-miR30	TAGGGATCTATGGAGAGGAA	20	5	-	Intergenic	
zma-miR31	TCAACACACGTGGATTGCGGT	21	-	6	Intron	
zma-miR32	TCACAAGGGGATTGAAGAGGA	21	5	-	Intron	
zma-miR33	TCACTTTGGGATCACAGATAA	21	10	-	Intron	
zma-miR34	TCAGAAAATATGAACTTGAGA	21	-	19	Intron	
zma-miR35	TCATAAGGGGATAAACAACGC	21	-	5	Intron	
zma-miR36	TCGGGGTTAGAGGGGATTGAG	21	6	-	Intergenic	*O. sativa*
zma-miR37	TGAAAAGCTAGAACGATTTAC	21	5	-	Intron	
zma-miR38a	TGAAGAGAATTGAGGGGGCTA	21	17	-	Intergenic	
zma-miR38b	TGAAGAGAATTGAGGGGGCTA	21	17	-	Intron	
zma-miR39	TGGACAGGGAAATGAAGGGGA	21	16	-	Intergenic	
zma-miR40	TGGAGGGGATTGAGGGGCATA	21	-	8	Intergenic	
zma-miR41	TTAGATGGGATACATGAGAGG	21	-	5	Intergenic	
zma-miR42	TTAGTAGTTTTAGTTCTTTGC	21	5	-	Intergenic	*A. thaliana*
zma-miR43	TTTAGTGATCAGCTGGAGGTT	21	-	5	Intron	*S. bicolor*

^1^“Intron/Intergenic” indicates full-length of pre-miRNA localizes to that region, and “Overlap” indicates pre-miRNA overlaps with intron/exon or exon/intron (see Additional file 5).

**Figure 4:**
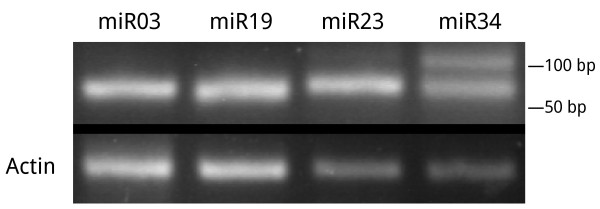
**Novel miRNAs validated by stem-loop RT-PCR.** Four novel miRNAs (miR03, miR23 and miR34 from seed, miR19 from leaf) were validated by RT-PCR and sequencing. 30 cycles of standard PCR was used to amplify Actin. A non-specific band was found in the miR34 PCR product (upper).

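In the libraries, zma-miR03 had 37 reads in seed and 1 in leaf, a seed/leaf ratio of 34.3 (95% interval 5.79 to 1392). Its precursor lies, according to the paper, on chromosome 10 of B73 RefGen_v2 from 3385141 to 3385287 on the minus strand, overlapping a gene. The sequence listed for zma-miR23a and zma-miR23b had 26 reads in seed and 5 in leaf, a ratio of 4.82 (1.82 to 16.1). The paper places it in an intron on chromosome 1, from 181634481 to 181634689 on the plus strand. For zma-miR34, placed in an intron on chromosome 7 from 85853386 to 85853596 on the plus strand, 19 reads in seed and 18 in leaf gave a ratio of 0.979 (0.487 to 1.98), so that no difference was detectable at this depth. For zma-miR19, placed between genes on chromosome 4 from 36903850 to 36903958 on the plus strand, there were 0 reads in seed and 169 in leaf, at least 60.7-fold higher in leaf. In leaf, 5172 reads shared 18 bases with zma-miR19, in 180 distinct sequences, and 20.5% of them (19.4% to 21.6%) started at its first base. Another start, the most frequent, was shared by 45.4% of them.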

As a further evidence, we had also detected some corresponding miRNA*s of novel miRNAs, though these miRNA*s were low in abundance (Additional file 4). 

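Additional file 4 lists a miRNA* for 6 newly identified miRNAs, zma-miR03, zma-miR04, zma-miR09, zma-miR13, zma-miR23a and zma-miR29. Reads identical to the miRNA* were found in seed for 4 of them and in leaf for 3, with 1, that of zma-miR13, in both. The highest counts were 4 reads for zma-miR23a* in seed and 2 reads for zma-miR29* in leaf.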

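Of the 44 distinct sequences among the 54 newly identified miRNAs, 16 had U as the first base, or 36.4% (95% interval 22.4% to 52.2%), and 17 had A, or 38.6% (24.4% to 54.5%). Weighted by the reads of both libraries, U took 27.0%, the alternative that moved the share most. Of the 38 named known mature sequences, 33 started with U, or 86.8% (71.9% to 95.6%).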

The nucleotide composition analysis showed that more than 20% of novel miRNAs start with U, which is statistically the typical property of mature miRNAs [59,60], and the overall nucleotide composition showed higher percentage of A and G (Figure 5). The genomic position analysis of these novel miRNA precursors showed that most of pre-miRNAs (31 out of 54 pre-miRNAs) localized to the intergenic regions, more than one third of pre-miRNAs (20 out of 54 pre-miRNAs) were located within the intronic regions of protein-coding genes, and 3 pre-miRNAs overlapped with adjacent intron/exon (2) or exon/intron (1) (Table 2, Additional file 5). The exact location of novel miRNA genes may differ a little since the pri-miRNAs were not cloned experimentally. To see if the newly identified miRNAs were conserved in other plants, miRNA sequences were blastn searched against the genome sequence of *Arabidopsis*, rice and sorghum (see Methods). The result indicates that 8 miRNAs were conserved in sorghum, 3 miRNAs conserved in rice and 1 miRNA conserved in *Arabidopsis* (Table 2).

**Figure 5:**
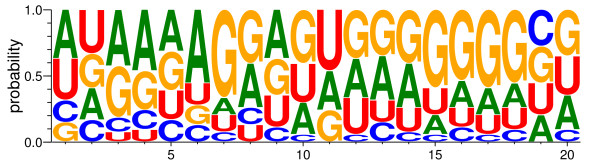
Nucleotide frequency of novel miRNAs.

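Over all positions of the 44 distinct sequences, G made up 35.6% of the bases, A 30.7%, U 22.1% and C 11.6%, so that A and G together made up 66.3%. In the named known mature sequences, A and G made up 52.2%.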

### Target prediction of novel miRNAs

Since the miRNA and target duplexes are near-perfectly matched in plants, it is possible to find targets by computational approach. Among the 54 newly identified miRNAs, 41 had predicted targets that fulfilled the criteria described previously [61]. To make the prediction more reliable, we didn’t allow any mismatches at miRNA position 2-12 with a max of 3 discontinuous mismatches in the pairing region (see Methods). The additional screening suggested that 28 miRNAs had the almost perfectly paired targets (55 in total), while 53 out of the 55 targets had functional annotations in the InterPro entries [62] (Additional file 6). The predicted targets belonged to various classes of molecular functions, such as DNA/RNA binding protein, protein kinase and other enzymes, or of biological processes, such as thiolase, cation transporter and lipid metabolic enzymes, or of several cellular components, indicating the miRNA’s extensive role in gene regulation network. As shown in additional data, several miRNAs targeted transcription factors, consistent with their functions reported earlier. Zma-miR16 and zma-miR37 were predicted to target bZIP-1 transcription factor, zma-miR24 targeted both MADS-box and K-box transcription factor, and zma-miR19a and zma-miR20a targeted genes with MYB DNA-binding domain (Table 3, Additional file 6). All these genes had important regulation roles throughout plant development [54,63,64].

**Table 3:** Predicted novel miRNA targets with DNA-bind domain

**miRNA**	**Target ID**	**InterPro ID**	**InterPro description**
zma-miR04	GRMZM2G171365	IPR002100	Transcription factor, MADS-box
		IPR002487	Transcription factor, K-box
zma-miR14a/b/c	GRMZM2G438293	IPR004827	Basic-leucine zipper domain
		IPR011616	bZIP transcription factor, bZIP-1
zma-miR18a/b/c/d	GRMZM2G315506	IPR001005	SANT/Myb domain
		IPR006447	Myb DNA-binding domain, plants
zma-miR37	GRMZM2G118870	IPR004827	Basic-leucine zipper domain
		IPR001841	Zinc finger, RING-type
		IPR013083	Zinc finger, RING/FYVE/PHD-type
zma-miR40	GRMZM2G155980	IPR004330	FAR1 DNA binding domain
		IPR006564	Zinc finger, PMZ-type
		IPR007527	Zinc finger, SWIM-type

## Conclusions

We had studied the miRNA expression profile during maize seed development by combining small RNA sequencing and miRNA microarray. By sRNA sequencing, 125 and 127 conserved miRNAs were identified in the developing seeds and young leaves, respectively. Furthermore, 54 novel miRNAs were identified which were not reported before, and potential targets were also predicted with strict criteria as described. Both deep-sequencing and miRNA microarray suggested that miR319, miR166 and miR167 were highly expressed in the developing seeds. In addition, we found miRNA408b* and miR396a*/b* had been accumulated to a level higher than their mature sequences.

## Methods

### Small RNA libraries construction and RNA sequencing

Maize (*Zea mays*) inbred line B73 was used in this study. Plants were grown under natural conditions. Immature seeds at 10, 15, 20, 25 and 30 days after pollenation (DAP) were collected seperately, the young leaves from seedlings grown in soil at 22°C with 16 h/8 h light cycle were obtained 3 weeks after germination. All tissues mentioned above were frozen in liquid nitrogen immediately after collection and stored at -80°C for further use. Total RNAs from immature seeds at 10, 15, 20, 25 and 30 DAP, and young leaves were extracted separately using TRIzol reagent (Invitrogen) and the integrity was checked by 1% agarose gel. The seed RNAs were then mixed with the same amount. Small RNA library construction was carried out as described [65]. Briefly, 16-30 nt small RNAs were gel-purified from 15% PAGE gel, 5’ and 3’ adaptors were added and followed by RT-PCR using adaptor-specific primers. The PCR products were isolated, gel-purified and used for cluster generation. Sequencing was performed using Illumina’s Genome Analyzer (Illumina Inc., USA). Clean reads were generated after filtering adaptor sequences and removal of low quality reads.

### Identification of conserved and novel miRNAs

Maize genome sequences with TE repeats masked and cDNA sequences (B73 RefGen_v2, release 5b.60) were downloaded from maizesequence.org (http://www.maizesequence.org). Mature miRNAs and precursors were retrieved from miRBase.org (Release 17, http://www.mirbase.org) [22], other non-coding RNAs (including rRNAs, tRNAs, snoRNAs, etc) were obtained from Rfam database (Rfam 10.1, http://rfam.sanger.ac.uk). Conserved miRNAs were identified by aligning to the registered maize miRNAs in miRBase database (Release 17, http://www.mirbase.org), sequences with perfect matches were regarded as conserved miRNAs. To predict novel miRNAs, a previously reported workflow was carried out as the initial step [66,67]. Known mature, mature star and harpin sequences, as well as transcriptome libraries including maize cDNA and Rfam, were filtered out from clean reads after alignment. The remaining reads were mapped to maize genome using Bowtie [25] with no more than one mismatch. Sequences that didn’t match the genome were discarded. The filtered reads were then clustered and secondary structures of miRNA clusters were checked by RNAfold (http://www.tbi.univie.ac.at/RNA/). RepeatMasker (http://www.repeatmasker.org) was used to remove repetitive sequences from clustered loci. Next, the MFEI values of the remaining clusters were checked. As previously studied, the MFEI of most miRNA precursors was greater than 0.85, which was notably higher than other non-coding sRNAs. MFEI can be calculated as MFE/(precursor length)×100/(G+C)%. Only clusters with the MFEI value greater than 0.85 were considered [58]. Then, the location of reads was checked to filter the ones that mapped on the loop region of corresponding cluster. Finally, the most abundant reads that were 20-22 nt in length with no less than 5 reads were regarded as novel miRNAs. To further validate the candidate miRNAs, we searched for the miRNA*s by blastn with 2-nt 3’ overhangs to the mature miRNAs. The genome locations of novel miRNA precursors were annotated by comparing the precursor position with the latest maize genome annotation (5b.60, www.maizesequence.org). The sequencing data were deposited at NCBI Gene Expression Ominibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE37551.

To study the cross-species conservation of novel miRNAs, genome sequences of *Arabidopsis*, rice and sorghum were obtained from http://www.arabidopsis.org, http://www.jcvi.org and http://www.phytozome.net. Sequences of no more than 4 mismatches with miRNA were reserved by blastn search against the genome sequences. Considering the plus/minus strand of pre-miRNA and 5p/3p location of mature miRNA, genome sequences of -50 to +250 and -250 to +50 (for plus strand), or -250 to +50 and -50 to +250 (for minus strand) were extracted and inverted repeats (IRs) were retrieved by EMBOSS einverted [68]. Then these IRs were filtered by the criteria for pre-miRNAs to obtain conserved miRNAs.

### Validation of novel miRNAs by stem-loop RT-PCR and sequencing

A previously reported stem-loop RT-PCR method was adopted for novel miRNA detection [69,70]. Total RNA from seed or leaf was extracted as described above. 800 ng RNA template was reverse-transcribed to cDNA by M-MLV reverse transcriptase (Promaga) using specific stem-loop RT primer. PCR was performed with the following procedures: 94°C for 5 minutes; 30 cycles of 94°C for 30 seconds and 60°C for 1 minutes. The PCR products were analysed by 4% agarose gel and purified by TIANgel Mini Purification Kit (Tiangen, Beijing), then ligated to pMD19-T vector (TaKaRa, Dalian China) and transformed to *E.coli* DH10B. Sequencing was carried out by Invitrogen (Shanghai). All primers used can be found in Additional file 7.

### Novel miRNA targets prediction

To predict potential targets of newly identified miRNAs, maize Filtered Gene set (release 5b.60) and annotation data were downloaded from http://maizesequence.org. Currently there were nearly 40,000 entries in the filtered set. We adopted a modified scoring method for target prediction as described [61,71]. Basically, targets should fulfill the following criteria: no more than 3 mismatches between miRNA and target, no mismatches at position 10 or 11 of miRNA, no more than 2 consecutive mismatches in position 2-12 of miRNA, and the MFE ratio of miRNA:target duplexes and miRNA:target-binding site duplexes should be greater than 0.75 [61,72]. More strictly, we further selected a subset from these potential targets with no mismatch allowed in position 2-12 and no adjacent mismatches throughout the miRNA:target binding site. The functional annotations of predicted targets were then retrieved by using InterPro as described [62].

### MicroRNA microarray hybridization

Mature miRNA sequences in miRBase (Release 12, http://www.mirbase.org) were downloaded for probe design. All probes were complementary to the mature miRNA sequences. A total of 7,815 probes (including 96, 203 and 275 mature miRNAs from maize, *Arabidopsis* and rice respectively, and other miRNAs from various organisms) were synthesized. Probes were then poly(T)-concatenated to 40 nt and 5’-amino-modifier C6 modified to strengthen their stability on aldehyde-modified chip surface. After dissolved in 40 *μ*M spotting solution, all probes were printed triply onto the activated chip sulface. GeneChip^*®*^ microRNA microarray was used for mature miRNA expression analysis (Affymetrix, USA). Total RNAs were isolated using mirVana^*®*^ RNA Isolation Kit (Ambion, USA), 1 *μ*g of total RNA containing low molecular weight (LMW) RNAs were poly(A)-tailed and biotin-labeled by FlashTag^TM^ Biotin RNA Labeling Kit for Affymetrix GeneChip^*®*^ miRNA Arrays. Hybridization, Wash and Stain Kit was used for hybridization, washing and staining according to the supplier’s instructions. Hybridizations were scanned by GeneChip^*®*^ Scanner 3000 (Affymetrix) and signals were normalized using Affymetrix Microarray Suit (version 5.0). The original microarray data were submitted to NCBI GEO under accession number GSE37322.

## Competing interests

The authors declare that they have no competing interests.

## Author’s contributions

JY conceived and designed the research. MK prepared the samples, performed the analysis and wrote the original manuscript. QZ managed the experimental condition. DZ managed the plant materials. JY revised thoroughly the manuscript and finalize the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Conserved maize miRNAs expression level.** The total reads of conserved miRNAs and corresponding miRNA*s, sorted by miRNA names. Expression difference were shown in column 4. Click here for file

Additional file 2 **Expression of conserved miRNAs validated by miRNA microarray.** The detailed normalized signals in the microarray experiment, including whole probes. Click here for file

Additional file 3 **Secondary structure of novel miRNA precursors.** Predicted secondary structures of newly identified miRNAs, mature miRNA sequences were shown in red, while the miRNA* sequences were shown in blue, if any. Click here for file

Additional file 4 **Novel maize miRNAs identified in this study.** Detailed information of newly identified miRNAs. Click here for file

Additional file 5 **Genome locations of novel miRNA precursors.** The genome locations of novel miRNA precursors based on the current annotation of maize genome (5b.60). Click here for file

Additional file 6 **Potential targets of novel miRNAs.** The filtered set of targets that had no mismatch in position 2-12 and no consecutive mismatch, filtered from the original set that passed the criteria described above. Annotations were retrieved from the InterPro database. Click here for file

Additional file 7 Primers used in this study. Click here for file

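In stem-loop RT-PCR, the reverse transcription primer folds into a stem-loop whose single-stranded end pairs with the 3′ end of the miRNA, and a forward primer that holds the 5′ part of the miRNA then amplifies the product. For each of the 4 newly identified miRNAs tested, the last 8 bases of the reverse transcription primer are the reverse complement of the 3′ end of the sequence in Table 2. These ends are TCTCCGGT for zma-miR03, GAAATACC for zma-miR19, TTCTACAT for zma-miR23 and TCTCAAGT for zma-miR34. The forward primers hold the first 14 bases of each sequence, which are ACCGATCGGGAGAA for zma-miR03, CCAACAGGATATTG for zma-miR19, GAGACAGACAACAT for zma-miR23 and TCAGAAAATATGAA for zma-miR34.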

# Supplementary material for: Characterization of microRNAs expression during maize seed development
**Source:** BMC Genomics. 2012 Aug 1;13:360. doi: 10.1186/1471-2164-13-360

# Additional Figure 1: Secondary structure of novel miRNA precursors

Mature miRNAs are highlighted in **red** color, and miRNA\*s in **blue**, if any.

Zma-miRxx(\*) indicates the detection of corresponding miRNA\*.

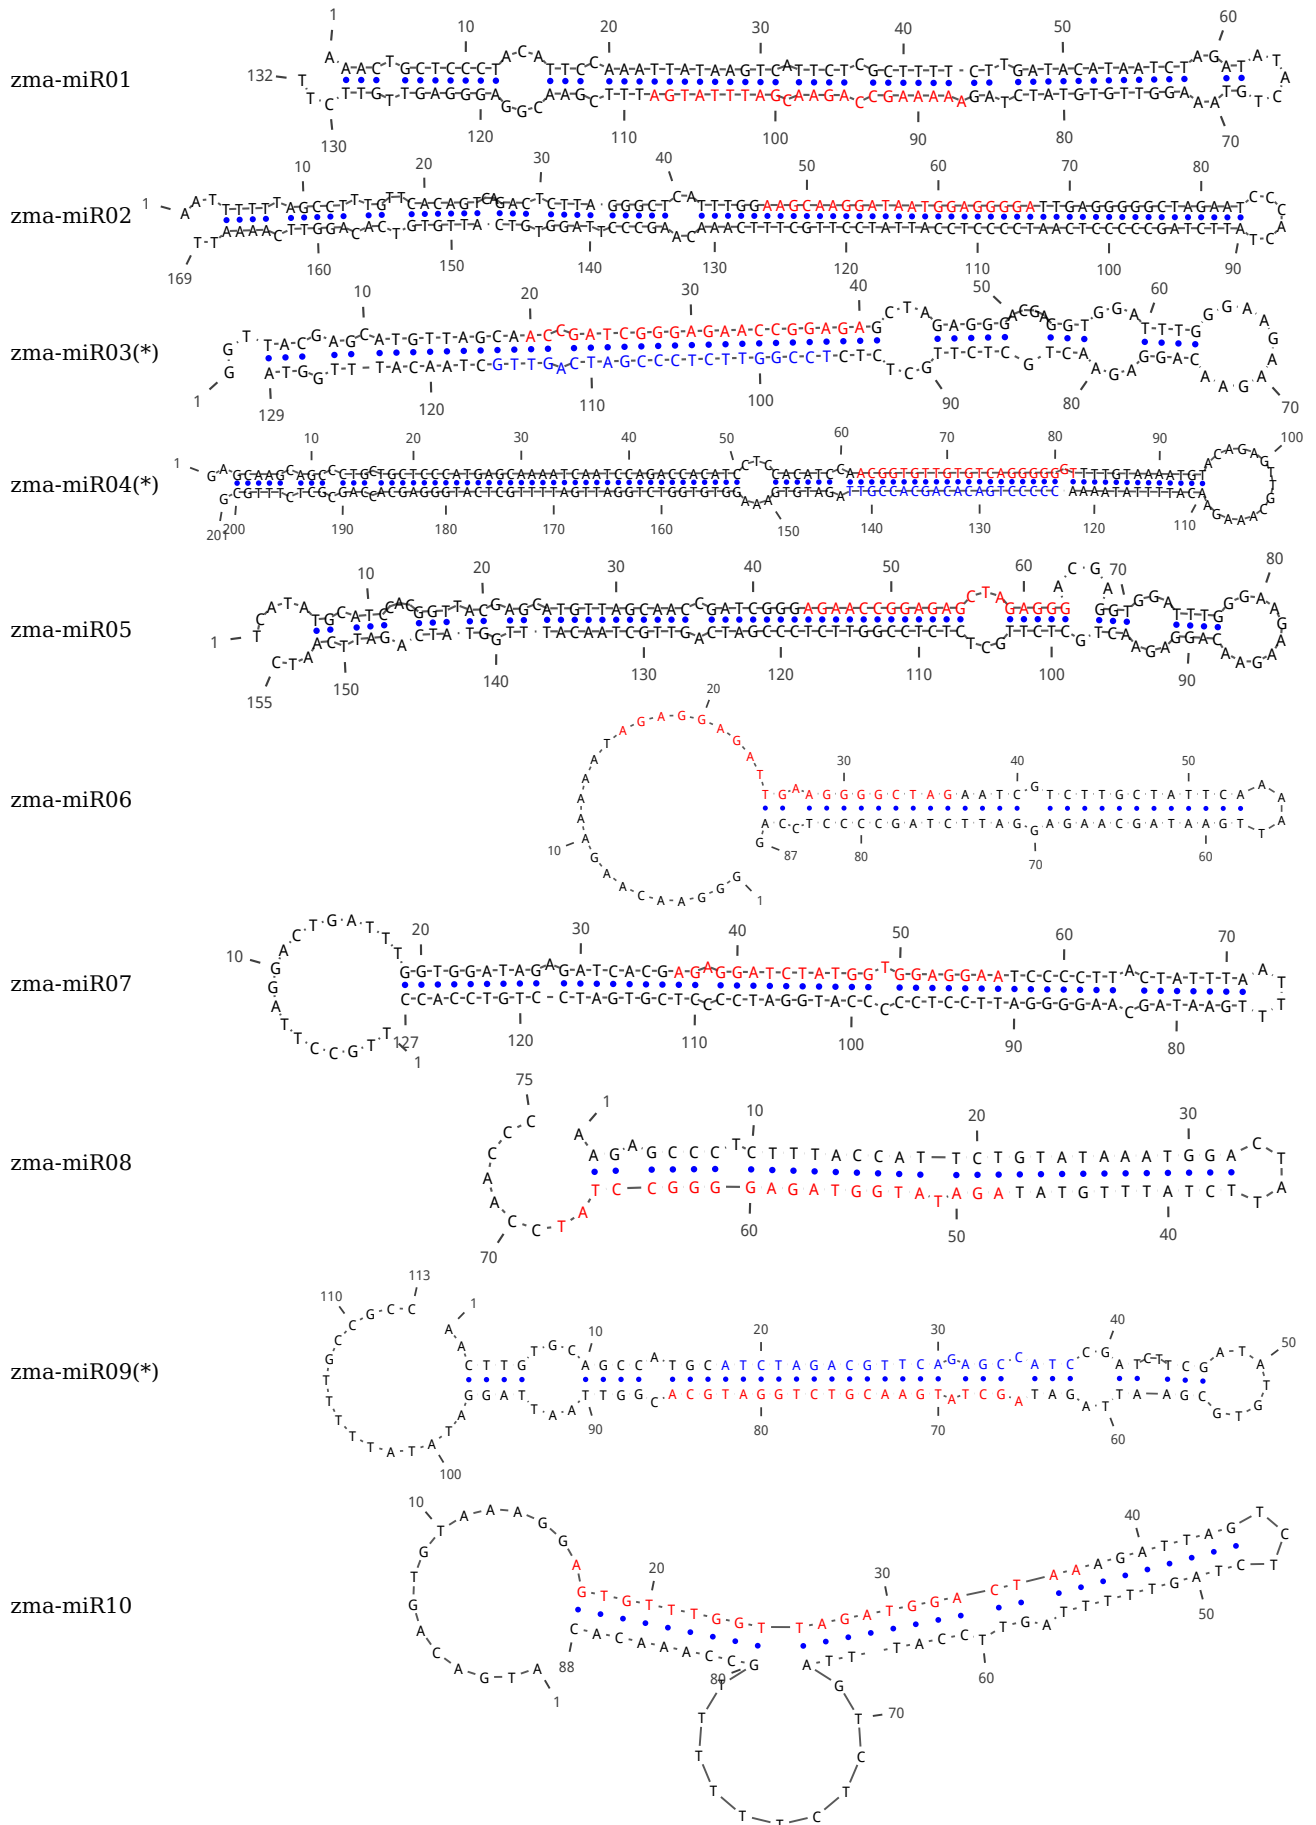

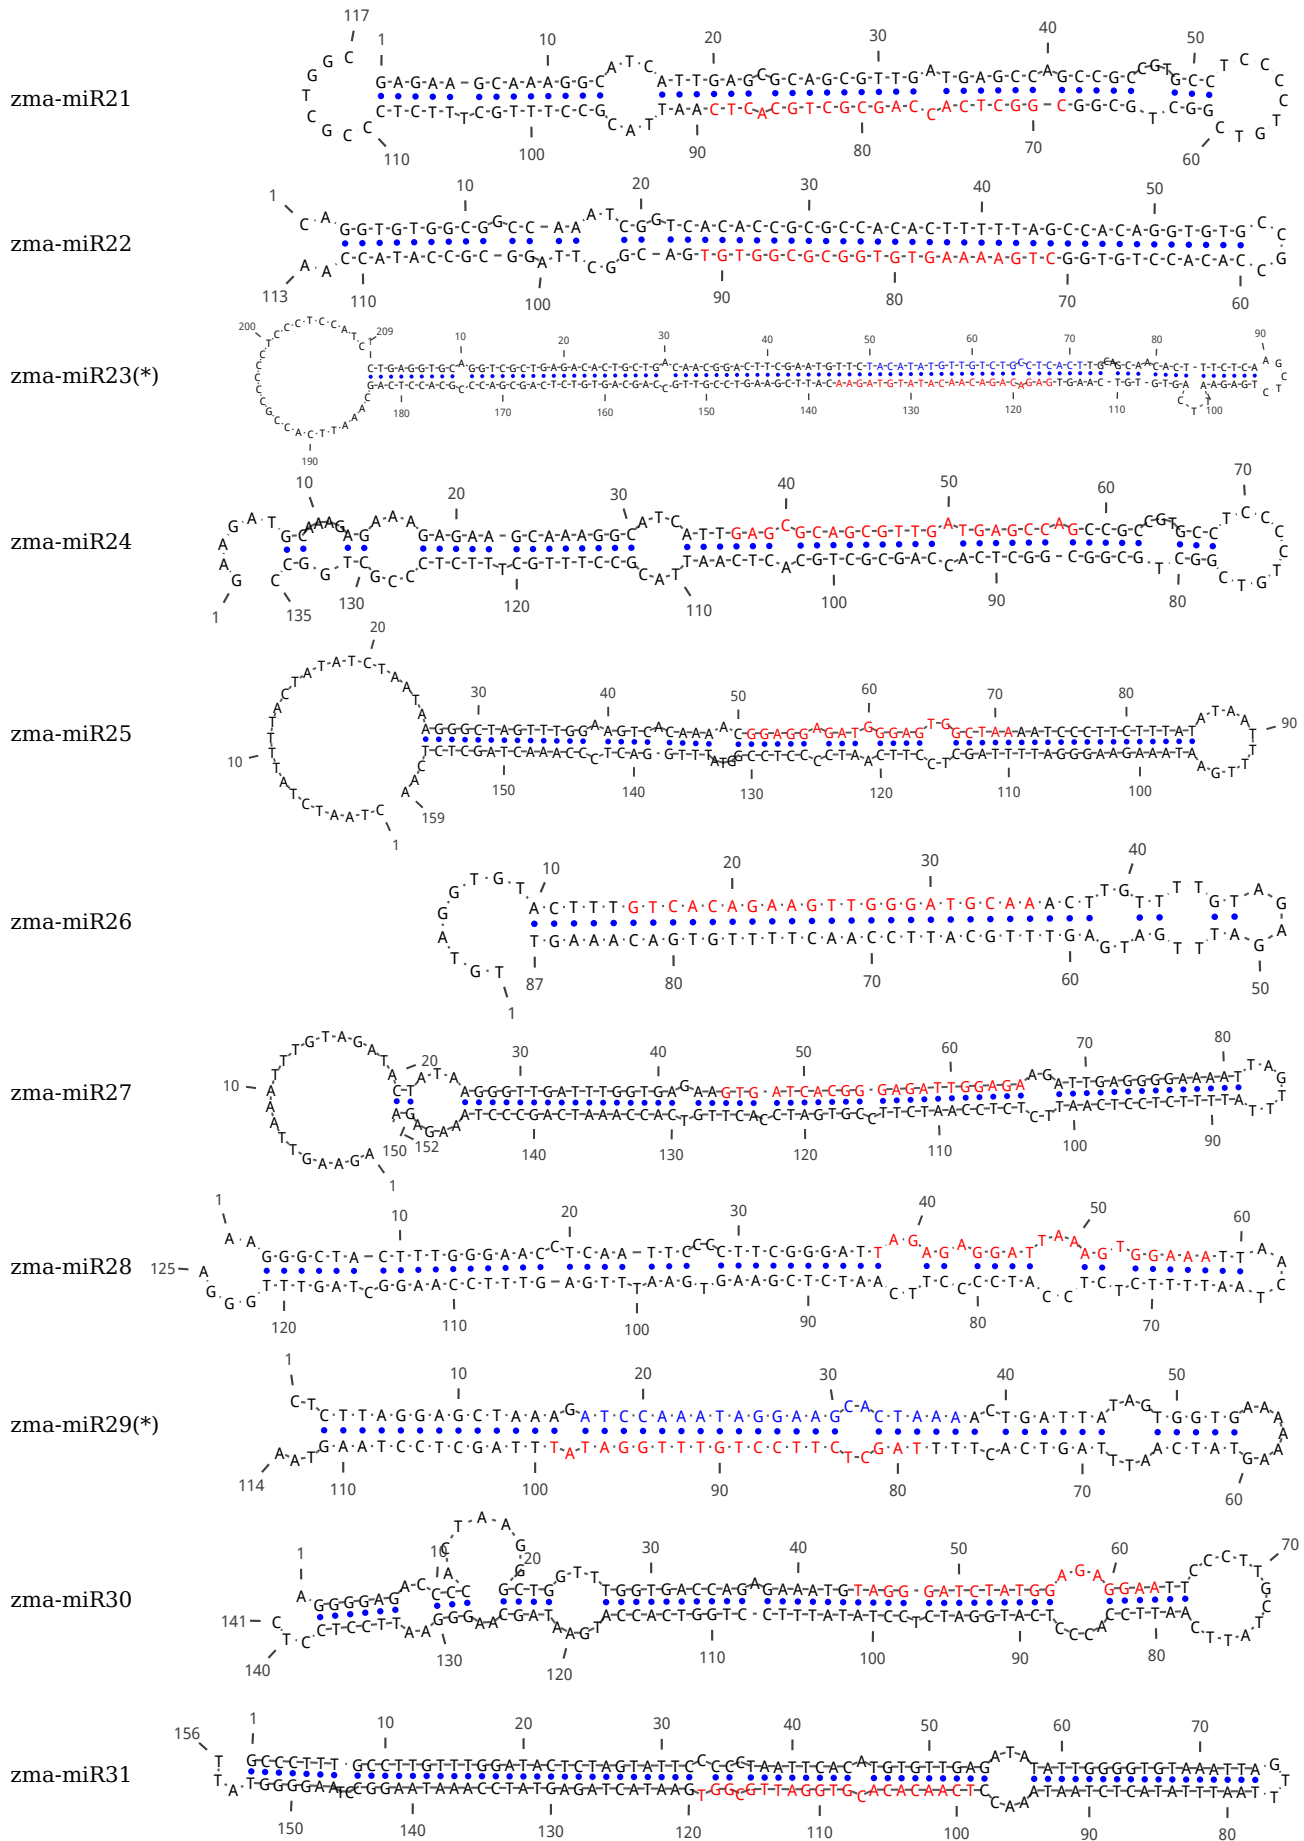

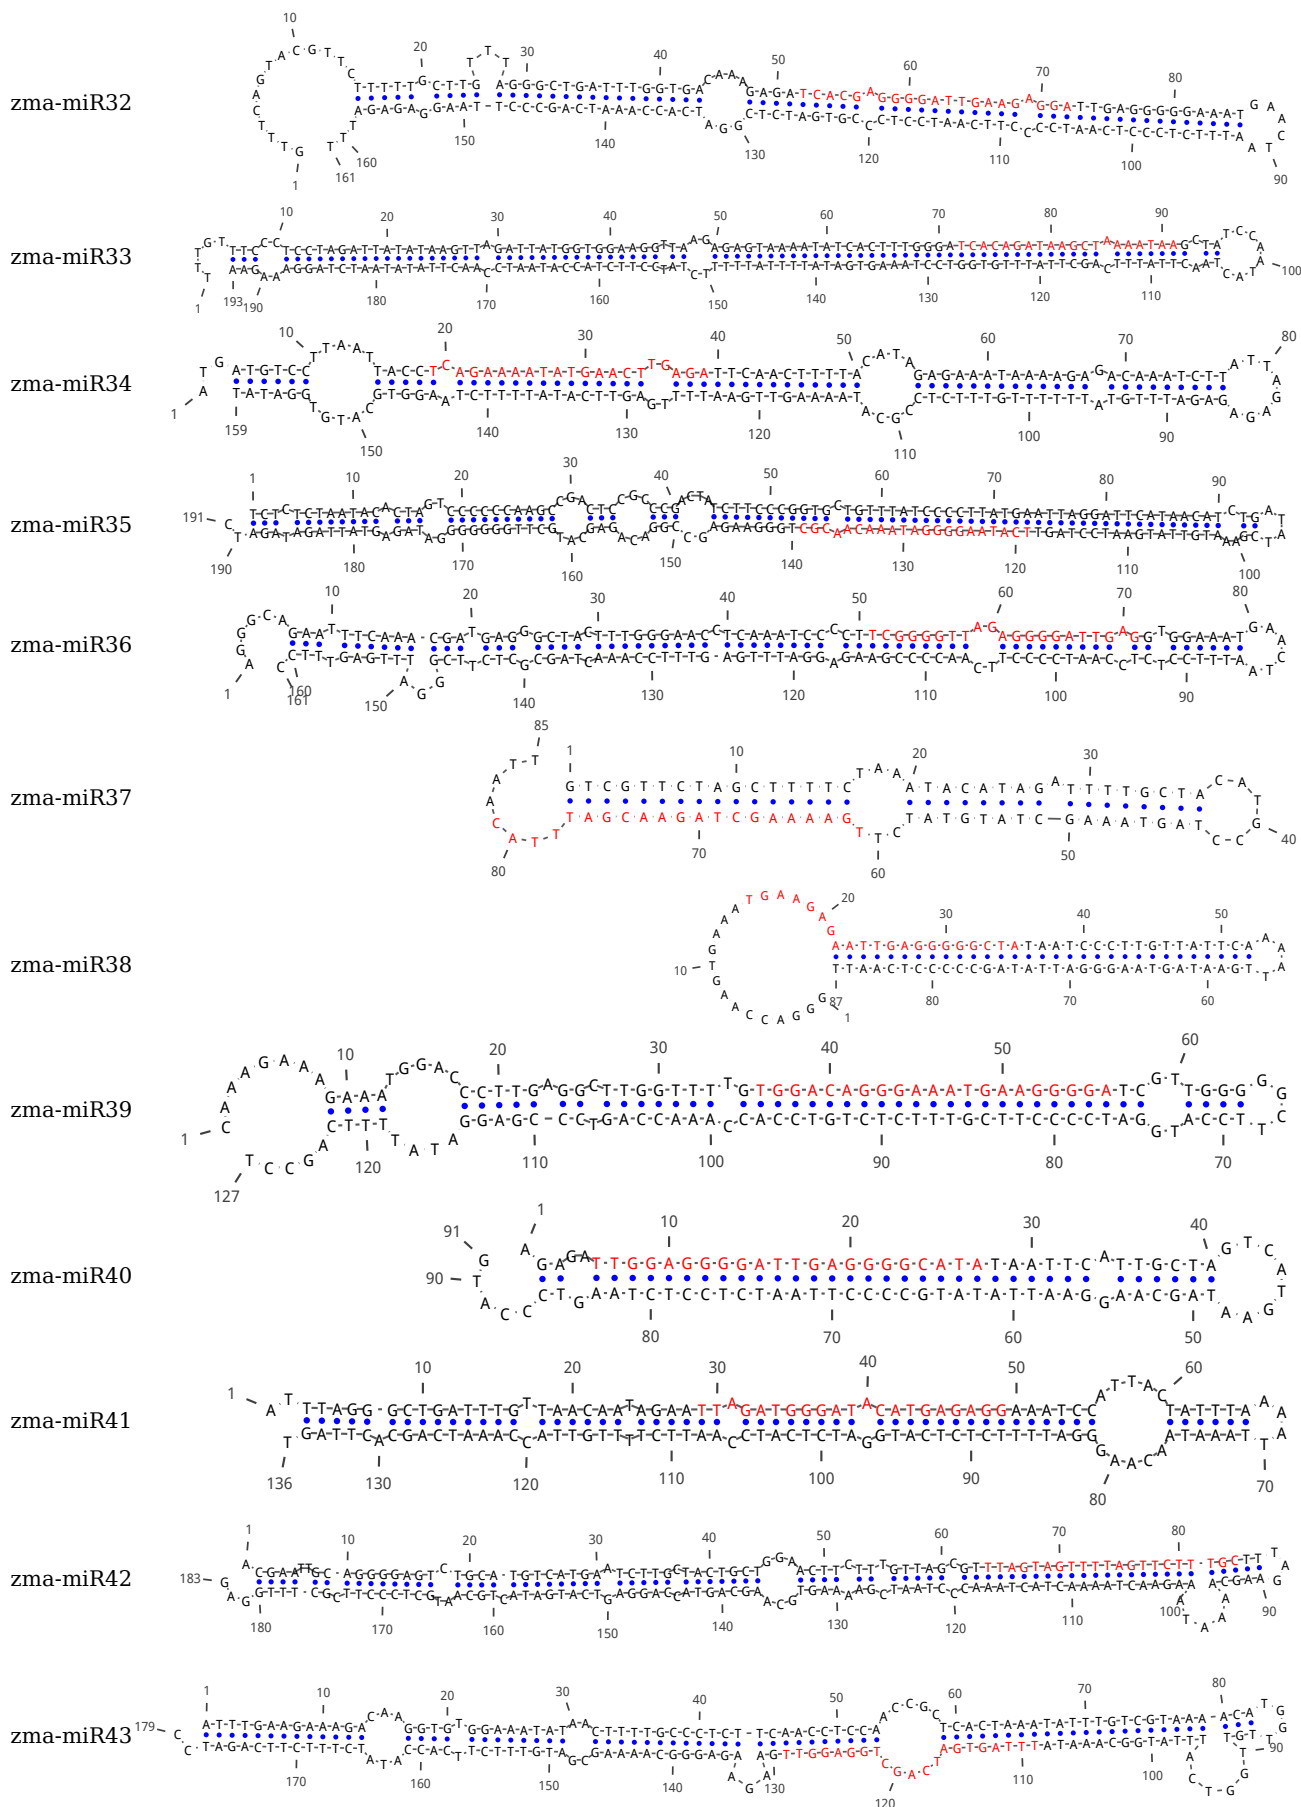

**Supplement:** Additional file 3 — Secondary structure of novel miRNA precursors. Predicted secondary structures of newly identified miRNAs, mature miRNA sequences were shown in red, while the miRNA* sequences were shown in blue, if any.

# Supplementary material for: Characterization of microRNAs expression during maize seed development
**Source:** BMC Genomics. 2012 Aug 1;13:360. doi: 10.1186/1471-2164-13-360
**Supplement:** Additional file 7 — Primers used in this study.

## Additional file 7

### Primers used in this study

|                    |                                                       |
|--------------------|-------------------------------------------------------|
| miR03 RT Primer:   | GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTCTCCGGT |
| miR03 Forward:     | GCGGCGGACCGATCGGGAGAA                                 |
| miR19 RT Primer:   | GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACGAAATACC |
| miR19 Forward:     | GCGGCGGCCAACAGGATATTG                                 |
| miR23 RT Primer:   | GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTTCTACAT |
| miR23 Forward:     | GCGGCGGGAGACAGACAACAT                                 |
| miR34 RT Primer:   | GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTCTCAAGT |
| miR34 Forward:     | GCGGCGGTCAGAAAATATGAA                                 |
| Universal Reverse: | GTGCAGGGTCCGAGGT                                      |

How the deposited data were processed for this re-analysis (not part of the article)

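Small RNA of maize B73 was sequenced on an Illumina Genome Analyzer from 1 seed library, a mixture of RNA of 5 stages from 10 to 30 DAP, and 1 leaf library, from leaves 3 weeks after germination. The authors removed low quality reads and adaptor sequences and collapsed identical reads, and as deposited each library gave for every distinct sequence of 18 to 30 nt its length and its read count, with no normalization. The sums of the counts and the numbers of distinct sequences were checked against the totals in the paper's text, and they were equal. The authors mapped the reads to the maize genome before calling miRNAs. That step was not repeated, and everything that depends on the genome, such as non-coding RNA classes, precursor folding, conservation and targets, was not analysed here. The microarray was not analysed here either.

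With 1 library per tissue, no test of the tissues was made, and no paired analysis was possible because there is 1 library per tissue. Shares were computed from counts with exact (Clopper-Pearson) 95% binomial intervals, ratios between libraries or strands with exact conditional binomial intervals, and low counts with exact Poisson intervals. A count of 0 was taken to allow 3 counts, and a ratio against 0 was computed against that floor. Such a ratio leaves out the counting error of the other count. Depth was 9705761 clean reads in seed and 9005563 in leaf, so that shares of all reads carry little counting error, while most newly identified miRNAs had few reads.

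Reads of known miRNAs were those of at least 18 nt contained in a mature sequence without mismatch. The sequences themselves were to come from the maize probes of Additional file 2, but the copy used held 1831 of the probe rows and none of the maize probes, with 5749 rows not used here. Names were therefore joined to sequences of 19 to 24 nt through the distinct and total contained reads per library in Additional file 1, a departure made after seeing the data. A sequence was accepted when it was the sole sequence with the listed numbers and the numbers came to at least 100 reads. It was also accepted when it was the single sequence within 3 mismatches of a reference of the family, among at most 50 sequences with these numbers and at least 10 reads. References were Arabidopsis or rice probes and the sequences already joined to the family. A miRNA* was accepted only when 1 sequence had the listed numbers and at least 10 reads. Members of a family with identical sequences were treated as 1 mature sequence, and reads shared by several mature sequences were counted once in totals. The paper's read counts for joined names are equal to those given here by construction, and names that could not be joined are missing from the totals.

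Reads of the newly identified miRNAs were those identical to the sequences in Table 2. Positions of their precursors are the paper's. Reads around a sequence were those that share at least 18 bases with it, given where there were at least 20. An overlap of newly identified and known sequences was looked for from 12 shared end bases on. These numbers, and the limits of 50 sequences and 10 reads in the join, were chosen after seeing the data.

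Values in RPM are reads per 1000000 clean reads. The alternatives were to count each distinct sequence once, to leave out sequences read once, to leave out known miRNA reads or the 100 most abundant sequences, to thin each library to 5000000 reads, to count only full-length reads, to scale to the 20-22 nt reads, to the totals implied by Additional file 1 or by the median ratio over mature sequences with at least 10 reads in both libraries, and to leave out the most abundant mature sequence. The main settings, these alternatives and the rule for naming miRNAs were set before the data were examined. The rule was to name every miRNA in the paper's results, the 5 mature sequences with the most reads in each library, and the 3 with the highest and the 3 with the lowest seed/leaf ratio among those with at least 100 reads. Of the newly identified miRNAs, it named those tested by RT-PCR and the 3 with the most reads in each library. Other sequences were chosen after their values were seen. Also added after seeing the data were counting reads that contain a whole mature sequence and scaling to the mapped reads stated in the paper's text.

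The code was tested on simulated data with 300000 background sequences per library and 33 planted mature sequences. All 33 were counted and joined correctly. The planted sequences were random and unrelated, and the choice by family was not run, so the naming of close family members was not tested. In 2000 draws each, intervals held the true value in 95.55% of draws for ratios, 95.75% for shares and 96% for counts. Random draws used a fixed seed of 7. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.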

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

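All tests in this part were chosen only after the results were seen. They concern reads that hold a whole known mature sequence with 1 more base. Such reads were looked for among the 50 most abundant sequences of each library, and the paper does not discuss them.

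The 21-nt sequence TTGACAGAAGAGAGTGAGCAC, which is the zma-miR156a/b/c/d/e/f/g/h/i/l sequence with 1 more base at the 5′ end, had 291910 reads in leaf, where it ranked 3, and 4451 reads in seed. In leaf this was 0.347 times the 841586 reads of the mature sequence itself (95% interval 0.345 to 0.348), and in seed 0.0676 times its 65854 reads (0.0656 to 0.0697). The like form of zma-miR156k, TTGACAGAAGAGAGCGAGCAC, had 21698 reads in leaf and 227 in seed, and was 0.703 times as abundant as the mature sequence in leaf. The share of extended reads at the miR156a sequence was 6.66% in seed and 26.1% in leaf, while at miR156k it was 46.8% in seed and 41.3% in leaf, so the higher share in leaf held for the miR156a sequence and not for miR156k.

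Of 14 other mature sequences, 5 had a higher 5′ share in leaf, with medians of 0.0811% in seed and 0.0737% in leaf. Most of them had almost no such reads in either library, so this count cannot decide on a general difference of 5′ ends. Where the share was appreciable, it was lower in leaf at zma-miR167e/f/g/h/i/j and higher at miR166b/c/d/e/g/i, as given below. An added base without a template, or a remnant of the adaptor, would put the same U on other abundant sequences. In leaf this U made up 98.1% of the bases added to the miR156a sequence, but it was found on 0.0226% of the pooled reads of 15 mature sequences outside miR156 and miR166, most of which were miR528 reads. Per sequence the median was 0%, the highest share was 1.21% at zma-miR167e/f/g/h/i/j and the next 0.0313%. At zma-miR167e/f/g/h/i/j the 5′ share was 4.31% in seed, where 97.3% of the added bases were U, and 1.32% in leaf, where 91.5% were. The sequence of miR166b/c/d/e/g/i was a further exception among the 14, with a 5′ share of 30.5% in seed and 73.6% in leaf, also mostly U. A different choice of cleavage site or of precursor in leaf may remain as an explanation, and it was not tested, since the genome was not used here. With 1 library per tissue, a difference between tissues and a difference between library preparations of the miR156 sequences stay open.

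At zma-miR167e/f/g/h/i/j, whose mature sequence had 12993 identical reads in seed and 8807 in leaf, the 22-nt sequence TGAAGCTGCCAGCATGATCTGA had 24524 reads in seed and 27359 in leaf. It was 1.89 times as abundant as the mature sequence in seed (1.85 to 1.93) and 3.11 times in leaf (3.03 to 3.18). Another 22-nt form, TGAAGCTGCCAGCATGATCTGG, had 9790 reads in seed, 0.753 times the mature sequence, and 294 reads in leaf. If a base were added to the 3′ end of all miRNAs, other mature sequences would show a similar share, but their median was 0.605% in seed and 0.641% in leaf, against 72.7% and 76.0% here. The sequence of miR166b/c/d/e/g/i reached 97.2% in seed, since its longer form is miR166a. Family members with a longer mature sequence may give these reads. The forms with A and with G differ in their seed and leaf reads, and whether they come from different precursors was not tested. No biological explanation was tested for the miR167 forms.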

How the results depend on the processing

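Of the alternatives below, counting reads that contain a whole known mature sequence, scaling to the mapped reads stated in the text and counting full-length reads of miRNA* other than miR408b* and miR396a*/b* were chosen only after the results were seen. With 1 library per tissue, leaving out a library was not possible, and values were compared with their 95% counting intervals, which are narrow for shares of all reads.

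When each distinct sequence was counted once, the 24-nt share in seed moved from 54.2% to 61.1%, the 20-22 nt share in seed from 29.3% to 19.9%, the 21-nt share in leaf from 28.5% to 8.61% and the 24-nt share in leaf from 23.8% to 55.8%. The ratio of 21-nt to 24-nt reads in leaf reversed to 0.154. Without sequences read once, these values were 49.6%, 37.2%, 32.9% and 16.6%, and the ratio was 1.98. Without reads contained in known mature miRNAs, they were 56.3%, 26.8%, 18.5% and 31.6%, and the ratio reversed to 0.587. Without the 100 most abundant sequences, they were 58.1%, 25.5%, 11.7% and 37.7%, and the ratio reversed to 0.309. In seed, 24 nt was the most frequent length in all of these. By construction, the reversals in leaf show that the 21-nt reads rest on abundant sequences, among them known miRNAs.

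The share of distinct sequences read once was 84.9% in seed and 81.5% in leaf after thinning to 5000000 reads, and 80.1% and 79.1% for 24-nt sequences alone. Fewer reads raise this share, so that depth limits what it says of the population of small RNAs.

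The leaf/seed ratio of known miRNA reads stayed above 1 under every alternative run. It was 6.97 with full-length reads only, 6.99 with reads that contain a whole mature sequence, 5.41 without the most abundant mature sequence of each library, 5.85 with the mapped reads stated in the text, 3.48 when scaled to the 20-22 nt reads and 2.03 under median-ratio scaling. The scalings differ by a single factor for all miRNAs, so that all seed/leaf ratios rise together under the last 2. With the totals implied by Additional file 1, the known miRNA ratio stayed within its interval. The number of known mature sequences detected in seed fell from 38 to 36 at a minimum of 5 reads. It stayed at 38 after thinning, but in a single random draw, and in leaf it was 36 under both. The share of newly identified miRNAs that start with U stayed within its interval under both alternatives run.

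Under median-ratio scaling, the seed/leaf ratio reversed to 1.14 for zma-miR156j, 2.24 for zma-miR164a/b/c/d/g, 1.03 for zma-miR164e, 1.56 for zma-miR164f, 1.15 for zma-miR166j/k/n and 2.39 for zma-miR168a/b, and for all reads of the miR164 family to 1.54. The factor itself shows why. Scaled to the 20-22 nt reads, it reversed to 1.31 for zma-miR164a/b/c/d/g and 1.40 for zma-miR168a/b. For zma-miR164e the interval under median-ratio scaling, 0.953 to 1.12, includes 1. With full-length reads only, zma-miR166m reversed to 0.944. Of its contained reads, 9797 of 13563 in seed and 4953 of 8645 in leaf were shorter reads that another named mature sequence also contains, and without these, a measure chosen after the results were seen, the ratio was 0.946. Of 144 combinations of 6 alternatives and the 24 mature sequences of 10 families named in the paper's results, 139 gave a value and these 9 reversed. In 5 more, the ratio of zma-miR164h or zma-miR169p passed from below to above 1, from an interval that included 1. Median-ratio scaling gave 2.52 for zma-miR164h and 3.08 for zma-miR169p, and the 20-22 nt reads gave 1.47 and 1.796. The mapped reads stated in the text gave 1.07 for zma-miR169p. For 5 sequences, full-length reads were too few for a value. The 14 mature sequences of other families were added after the results were seen. Of their 84 combinations, 82 gave a value and 5 reversed. For zma-miR172e the ratio went from 0.552 to 1.07 when scaled to the 20-22 nt reads, 1.83 under median-ratio scaling and 6.03 with full-length reads only (1.37 to 55.0), and for zma-miR393a/b/c from 0.567 to 1.10 and 1.88 under these 2 scalings. The intervals of both values scaled to the 20-22 nt reads, 0.600 to 1.86 and 0.615 to 1.92, include 1.

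With full-length reads only, the ratio of miR408b* to miR408b in leaf reversed to 0.250, that of miR396a*/b* to miR396a/b in leaf to 1.18 and that of miR396f* to miR396e/f in leaf from 0.202 to 6.5. The interval was 0.872 to 1.60 for miR396a*/b*, which includes 1, and 3.32 to 14.2 for miR396f*, from 65 and 10 reads. Of the 5716 contained reads of miR408b* in leaf, 4471 lacked only the last base of the strand. Of the contained leaf reads, 311 of the 396 of miR396a/b and of the 321 of miR396e/f were shorter reads that both mature sequences contain. Identical reads of the newly identified miRNAs, 290 in seed and 513 in leaf, became 355 and 1979 with contained reads. With reads that contain the whole sequence they were 514 and 1734. Most of the rise in leaf lay at 1 sequence, zma-miR19. It had 169 identical leaf reads, 1567 with contained reads and 1136 with reads that contain it whole. Why its reads differ in length was not tested. The low counts of the newly identified miRNAs limit each ratio between tissues.

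Not run were the alternatives that need the genome or precursor sequences. These were matching to the genome, leaving out soft-masked repeats or organelles, reads with shifted ends on the precursor, and sequences with at most 10 genome matches.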

Differences from the paper's values

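The join of names to sequences and the comparison of Table 2 with the other library were chosen only after the results were seen. In the seed library, 29.3% of the reads were 20 to 22 nt long, against the paper's 16.8%. Of the alternatives set before the data were examined, counting each distinct sequence once came nearest, with 19.9%. The same counting put the 24-nt share in seed at 61.1%, however, against the paper's 50%, so it does not account for the paper's values. Leaving out sequences read once gave 37.2%, leaving out known miRNA reads 26.8% and leaving out the 100 most abundant sequences 25.5%. None of these closed the gap, which stays unexplained.

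Of the distinct newly identified sequences, 36.4% started with U, against the paper's value of more than 20%, which is stated as a lower limit. Among the alternatives set before the data were examined, weighting by reads gave 27.0% and counting each of the 54 entries gave 31.5%. All of these values lie above the limit, so that no disagreement with the paper is shown.

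The reads contained in known mature miRNAs represented 149 distinct sequences in seed and 166 in leaf, against the paper's 226 and 250 in Additional file 1. No alternative was run for these numbers. The values here cover 103 of the 145 names.

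The paper states that miR408b* and miR396a*/b* were both more abundant in leaves. For miR396a*/b* the leaf/seed ratio was 0.706 (95% interval 0.569 to 0.873). The paper also states that the total reads of both were greater than those of the mature sequences. The ratio of miRNA* to miRNA was 0.604 for miR408b in seed and 0.369 for miR396a/b in leaf. With full-length reads only, an alternative set before the data were examined, the latter was 1.18.

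Table 2 of the paper gives reads of newly identified miRNAs under leaf and seed headings. Of its 57 values, 0 equalled the reads of the library named in the heading and 57 equalled those of the other library. The legend of Figure 4 gives miR34 as from seed, where it had 19 reads, against 18 in leaf.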

Other observations

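All tests in this part were chosen only after the results were seen, and the sequences named here were picked after their values were seen unless they appear in the paper's results.

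The read numbers that Table 2 of the paper gives for newly identified miRNAs were those of the other tissue. If the deposited libraries were exchanged, the most abundant sequence of the seed library would not have the count that the text gives for seed, but it had 131141 reads there, the paper's number for zma-miR168a/b. The values fitted exchanged headings in Table 2, since 57 of 57 equalled the other library's reads, and Additional file 4 lists all 57 under the tissue whose library holds them. No biological explanation applies to a heading.

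The shares of reads per length lay above the paper's by a constant factor. The paper's shares of single lengths were 0.923 times those recomputed in seed, between 0.922 and 0.923 over 3 lengths, and 0.878 times those in leaf, between 0.876 and 0.879 over 4 lengths. This would be in line with a division by larger totals, 10520226 reads in seed and 10260244 in leaf. The paper's share of 20-22 nt reads in seed was 0.573 times the recomputed share and did not follow this factor. What the larger totals would hold was not tested.

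Additional file 1 implies that its RPM values were divided by 433210 reads in seed and 402441 in leaf. The mapped reads in the paper's text sum to 433210 in seed and 462441 in leaf, so that the totals differ by 0 and 60000. The miRNA* totals of Additional file 1, 1697 reads in seed and 8915 in leaf, equal the sums over all names, while each distinct set of numbers counted once gives 1333 and 7500.

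Additional file 1 lists other numbers for zma-miR166l, zma-miR166h and zma-miR166f than for zma-miR166m and zma-miR166b. For zma-miR166l and zma-miR166h the leaf numbers are lower, by 3220 and 1733 reads, and for zma-miR166f the seed number is lower by 9797 reads. For each of these 3 names, exactly 1 set of as many distinct reads as are missing fills the gap, of 7, 15 and 20 sets tried. This is consistent with tags of 18 and 19 nt missing from the sum of 1 tissue. The seed/leaf ratios from the listed numbers are 2.32 for zma-miR166l, 2.54 for zma-miR166h and 0.310 for zma-miR166f, against 1.46, 1.81 and 1.81 for the mature sequences with all reads. The missing tags had reads in both tissues. In seed and leaf, TCGGACCAGGCTTCATTCC had 5709 and 3220 reads, TCGGACCAGGCTTCATTC 4041 and 1715, and CGGACCAGGCTTCATTCC 47 and 18. A differing sequence without these tags would be lower in both tissues, but each of the 3 names was lower in 1 tissue only. For these names, this argues against sequences that differ as the cause.

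Most reads around zma-miR19 in leaf did not start at its first base. Of 5172 reads in 180 distinct sequences, 20.5% started there, and 45.4% shared another start, the most frequent. Of all these reads, 38.3% were 20 to 22 nt long and 9.13% were 24 nt long. Around known mature sequences in leaf, a median of 97.1% of the reads started at the first base. A low share at the first base does not by itself show scattered ends. For zma-miR396c/d in leaf it was 0.0438%, with 92.7% at the most frequent start. That the reads around zma-miR19 are pieces of a longer RNA stays a candidate explanation, which these shares do not decide. A tissue difference stays open, since seed had 20 such reads.

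The first bases of zma-miR20 and zma-miR24 are the last 13 and 16 bases of the sequence joined to zma-miR397a/b. In leaf, 750 reads in 20 distinct sequences held the 13 shared bases with further bases on both sides, and 683 in 9 held the 16. In seed, 64 and 56 reads did. Most of the 750 did not reach far into zma-miR20, since only 206 leaf reads shared 18 bases with it. Identical reads numbered 7 in seed and 57 in leaf for zma-miR20, and 0 and 5 for zma-miR24. These sequences may come from 1 transcript with zma-miR397a/b. No biological difference between tissues was tested.

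Reads around the newly identified sequences were more often 24 nt long than those around known mature sequences. In seed the median share over 17 newly identified sequences was 16.2%, up to 63.5%, and over 36 known sequences it was 0%. In leaf the medians were 12.6% over 19 and 0.0595% over 36. Many of these sequences share reads. With 1 sequence for each group that shares reads, the medians in seed were 16.2% over 14 groups and 0.0239% over 26, and in leaf 16.0% over 16 and 0.0595% over 26. A low number of reads as the cause is argued against, since the highest share among known sequences with 20 to 200 reads around them in seed, which form 11 groups, was 6.06%. The median share of reads that start at the first base was 34.3% in seed and 23.4% in leaf for newly identified sequences, against 95.4% and 97.1% for known ones. Some newly identified sequences may lie where 24-nt small RNAs are made. Sharing 18 bases does not place a read at the same locus, so reads from repeats stay open.

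Sequences close to miR408b* were abundant in leaf. The reads of ACAGGGATGAGACAGAGCATG numbered 18452 in leaf and 588 in seed, those of CAGGGATGAGACAGAGCATG 17247 and 606 and those of CAGGGATGAGACAGAGCATGG 5508 and 267. Their leaf/seed ratios ran from 22.2 to 33.8.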
